# Dynamic regulation of myofibroblast phenotype in cellular senescence

**DOI:** 10.1111/acel.13580

**Published:** 2022-03-09

**Authors:** Irene López‐Antona, Constanza Contreras‐Jurado, Laura Luque‐Martín, Antonio Carpintero‐Leyva, Paula González‐Méndez, Ignacio Palmero

**Keywords:** myofibroblast, plasticity, SASP, senescence, TGF‐β

## Abstract

Cellular senescence is an antiproliferative response with a critical role in the control of cellular balance in diverse physiological and pathological settings. Here, we set to study the impact of senescence on the regulation of cell plasticity, focusing on the regulation of the myofibroblastic phenotype in primary fibroblasts. Myofibroblasts are contractile, highly fibrogenic cells with key roles in wound healing and fibrosis. Using cellular models of fibroblast senescence, we find a consistent loss of myofibroblastic markers and functional features upon senescence implementation. This phenotype can be transmitted in a paracrine manner, most likely through soluble secreted factors. A dynamic transcriptomic analysis during paracrine senescence confirmed the non‐cell‐autonomous transmission of this phenotype. Moreover, gene expression data combined with pharmacological and genetic manipulations of the major SASP signaling pathways suggest that the changes in myofibroblast phenotype are mainly mediated by the Notch/TGF‐β axis, involving a dynamic switch in the TGF‐β pathway. Our results reveal a novel link between senescence and myofibroblastic differentiation with potential implications in the physiological and pathological functions of myofibroblasts.

## 1 INTRODUCTION

Cell senescence is a stable form of cell cycle arrest linked to diverse pathological and physiological situations (Chan & Narita, 2019; Di Micco et al., 2021). The senescence program typically involves a blockade to proliferation followed by clearance mediated by immune cells, leading to the elimination of cells that undergo an unrepairable level of damage or are no longer required for normal tissue function. Senescence plays an essential role in the control of cell balance in diverse physiological settings such as embryonic development, wound healing, or regeneration. In turn, senescence dysfunction has been associated with a large number of diseases, in particular age‐related diseases, such as cancer, fibrosis, diabetes, and atherosclerosis (Munoz‐Espin & Serrano, 2014). Senescence is a complex, finely regulated cellular program that is connected with other essential cell processes. Among these, a link between senescence and cell plasticity has emerged recently, which appears to be markedly context‐dependent. For example, senescence can antagonize reprogramming to iPS in a cell‐autonomous manner (Banito et al., 2009) and diminish self‐renewal in aged adult stem cells (Sousa‐Victor et al., 2014). Paradoxically, senescence can also promote cell plasticity in vivo in a paracrine process mediated by the SASP (Chiche et al., 2017; Demaria et al., 2014; Mosteiro et al., 2016; Ritschka et al., 2017). In addition, the expression of a differentiation‐related gene signature is a typical feature in diverse senescence cellular models (Adrados et al., 2016; Storer et al., 2013). Here, we set to explore the link between senescence and cell plasticity, focusing on myofibroblastic differentiation. Myofibroblasts are a specialized cell type with fibroblastic and muscle cell features, which play key roles in several physiological and pathological contexts (Hinz et al., 2012). Myofibroblast function is required for tissue repair after injury, facilitating contraction and replenishing of extracellular matrix. The dysregulation of the physiological repair function of myofibroblasts can cause their aberrant accumulation leading to fibrosis that compromises organ function. While the origin of myofibroblasts in vivo is controversial, differentiation of resident fibroblasts is considered a major source of myofibroblasts (Hinz et al., 2012). Interestingly, previous studies have suggested a link of cell senescence to myofibroblast differentiation and fibrosis, but this relation seems complex and strongly context‐dependent (Schafer et al., 2018). For instance, the accumulation of senescent cells promotes lung fibrosis (Schafer et al., 2017), but an antifibrotic role of senescence has been described in liver or heart fibrosis (Krizhanovsky et al., 2008; Meyer et al., 2016) or during wound healing (Jun & Lau, 2010). In order to gain insights into the role of senescence in the differentiation and the physiological and pathological functions of myofibroblasts, here we have studied the regulation of myofibroblast phenotype in cellular models of fibroblast senescence. Our work shows that the myofibroblast phenotype is dynamically regulated during fibroblast senescence in a process that involves the senescence‐associated secretory phenotype (SASP), with differential regulation of the TGF‐β pathway.

## 2 RESULTS

### 2.1 Downregulation of myofibroblast phenotype during senescence

To investigate the impact of cell senescence on the regulation of the myofibroblastic phenotype, we analyzed the expression of myofibroblast markers in different cellular models of fibroblast senescence. Myofibroblasts are typically characterized by the expression of α‐smooth muscle actin (α‐SMA, *ACTA2*), associated with increased contractile force. They also show high expression of collagen genes, indicative of active deposition of extracellular matrix (ECM; Hinz et al., 2012). Notably, control non‐senescent fibroblasts showed detectable basal levels of α‐SMA, consistent with previous reports of expression of myofibroblast markers in fibroblasts in standard tissue culture conditions (Ehler et al., 1996). We found a consistent reduction in α‐SMA and collagen genes by Western blot and qPCR in two strains of primary human fibroblasts undergoing different forms of senescence, such as OIS (oncogene‐induced senescence) caused by chronic or inducible RAS expression, or DIS (DNA damage‐induced senescence) caused by bleomycin (Figure 1a,b, Figure S1a). Similar results were obtained in mouse embryo fibroblasts (MEFs) made senescent with the CDK inhibitor palbociclib (Figure 1c). Senescence induction was validated by reduced proliferation, increased SA‐BetaGal (senescence‐associated beta‐galactosidase) activity, and induction of the senescence effectors p16INK4A or p21CIP1, as well as IL‐8, a member of the inflammatory SASP (Acosta et al., 2008; Coppe et al., 2008) (Figure 1a,c and Figure S1b,c). Immunofluorescence analysis in the inducible ER:RAS model showed that α‐SMA was present in characteristic stress fibers and α‐SMA positivity showed a significant cell‐to‐cell inverse correlation with senescence markers such as the senescence‐associated heterochromatin foci (SAHF; Narita et al., 2003) and IL‐8 (Figure 1d), reinforcing the notion that myofibroblast markers are downregulated during senescence in fibroblasts. Of note, we did not detect a general correlation of α‐SMA levels with proliferation status (Figure S1d), suggesting that the observed phenotype was specifically associated with senescence.

**FIGURE 1:**
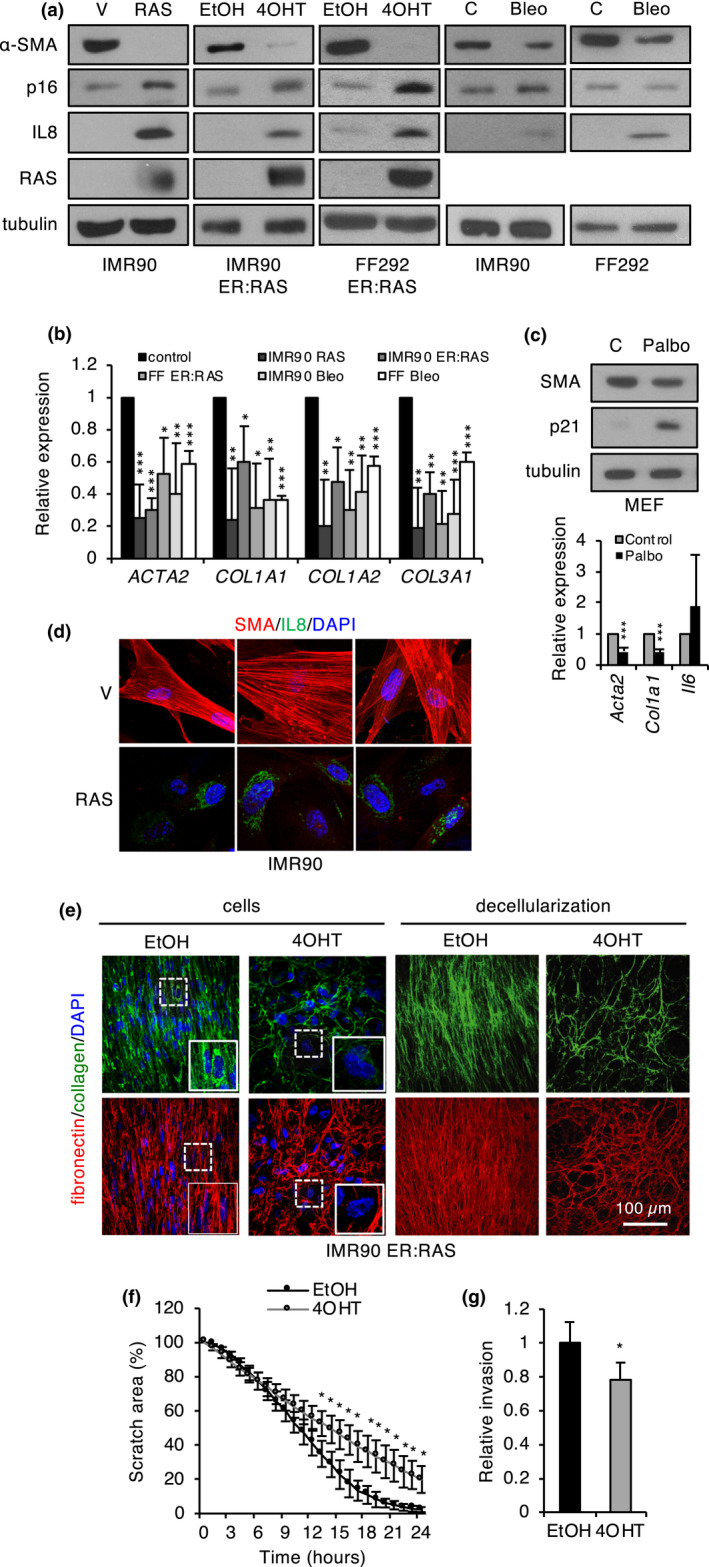
Regulation of myofibroblast markers in senescence. (a) Western blot analysis of α‐SMA, p16, IL‐8, and RAS/ER:RAS in the indicated human fibroblast cellular models of senescence. Tubulin was used as a loading control. (b) qPCR analysis of myofibroblast and ECM markers in the indicated cellular senescence models. The mean and standard deviation from at least three independent experiments are shown. (c) Western blot (top panel) and qPCR analysis (bottom panel) of the indicated senescence (p21), SASP (*IL*‐*6*), and myofibroblast (*Acta2*, *Col1a1*) markers in MEFs made senescent with palbociclib. The mean and standard deviation from three independent experiments are shown. (d) Immunofluorescence of α‐SMA, and IL‐8 in RAS‐senescent and control (V) human fibroblasts. (e) Immunofluorescence of collagen I and fibronectin 1 in senescent (4‐OHT) and control (EtOH) FF292 ER:RAS fibroblasts before (cells) or after decellularization. DAPI was used as a nuclear staining control. (f) Wound healing assay with senescent (4‐OHT) and control (EtOH) FF292 ER:RAS fibroblasts. The graph shows the scratch area at the indicated time points after scratching. The mean and standard deviation from three independent experiments are shown. (g) Invasion assay with senescent (4‐OHT) and control (EtOH) FF292 ER:RAS fibroblasts. The number of cells in the bottom of the membrane relative to the number of cells seeded was counted for each condition and then relativized to control fibroblasts. The mean and standard deviation from four independent experiments are shown. Bleo, bleomycin; Palbo, palbociclib

Since myofibroblasts are associated with active ECM remodeling, we asked whether the observed changes in myofibroblast phenotype during senescence may have an impact in the ECM. To this end, we studied type I collagen and fibronectin by immunofluorescence in monolayers of growing and senescent ER:RAS fibroblasts, as well as in ECM after cell removal (Figure 1e). These stainings revealed clear changes in matrix patterns. The ECM from non‐senescent fibroblasts displayed a regular, compact pattern with parallel fibers, whereas senescent ECM showed a more irregular, lattice‐like pattern with large open spaces between fibers. This phenotype could be explained by the combined effect of altered matrix deposition and degradation mediated by matrix metalloproteases (Basisty et al., 2020; Birch & Gil, 2020). Of note, we also observed reduced protein levels of collagen and fibronectin in senescent fibroblasts (Figure 1e, left panel), consistent with the RNA expression data. The myofibroblastic phenotype is also linked to increased migration and invasion (De Wever et al., 2004). In vitro wound healing and Transwell Matrigel invasion assays revealed significantly reduced migration and invasion in OIS fibroblasts (Figure 1f,g). Collectively, these results indicate that the induction of senescence in cultured fibroblasts is accompanied by a loss of myofibroblastic phenotype.

### 2.2 The regulation of myofibroblast phenotype during senescence is mediated by the SASP

To further characterize the regulation of myofibroblast phenotype in senescence, we took advantage of the IMR90 ER:RAS‐inducible OIS model to examine the expression kinetics of myofibroblasts markers during senescence induction. Using Western blot and qPCR (Figure 2a), we observed a progressive decline in α‐SMA protein and transcript and *COL1A1* transcript during senescence implementation, which inversely correlated with the induction of IL‐8, a major component of the late‐inflammatory SASP (Acosta et al., 2008; Hoare et al., 2016). Similar expression kinetics were observed in FF292 ER:RAS fibroblasts (Figure S2a). To further investigate this apparent inverse correlation with the inflammatory SASP, we analyzed myofibroblast markers in two models where SASP production and senescence arrest could be dissociated. First, we used IMR90 shp53/shp16 fibroblasts as a model of SASP activation in the absence of senescent arrest. Upon RAS expression or ionizing radiation, IMR90 shp53/shp16 fibroblasts fail to implement a senescent cell cycle arrest (Figure S1b), but they retain a robust inflammatory SASP, as shown by a strong IL‐8 expression (Figure S2b; Coppe et al., 2008). Interestingly, myofibroblast markers displayed a significant downregulation in IMR90 shp53/shp16 cells with RAS or ionizing radiation, as assessed by Western blot, qPCR, and immunofluorescence (Figure S2b–d). Conversely, silencing of the senescence repressor SIX1 triggers p16INK4A‐mediated senescent arrest, without activation of the canonical inflammatory SASP (Adrados et al., 2016). Interestingly, in these cells, α‐SMA showed a small nonsignificant decrease, while *COL1A1* was upregulated, in a clear deviation from senescent fibroblasts with full SASP (Figure S2e–g).

**FIGURE 2:**
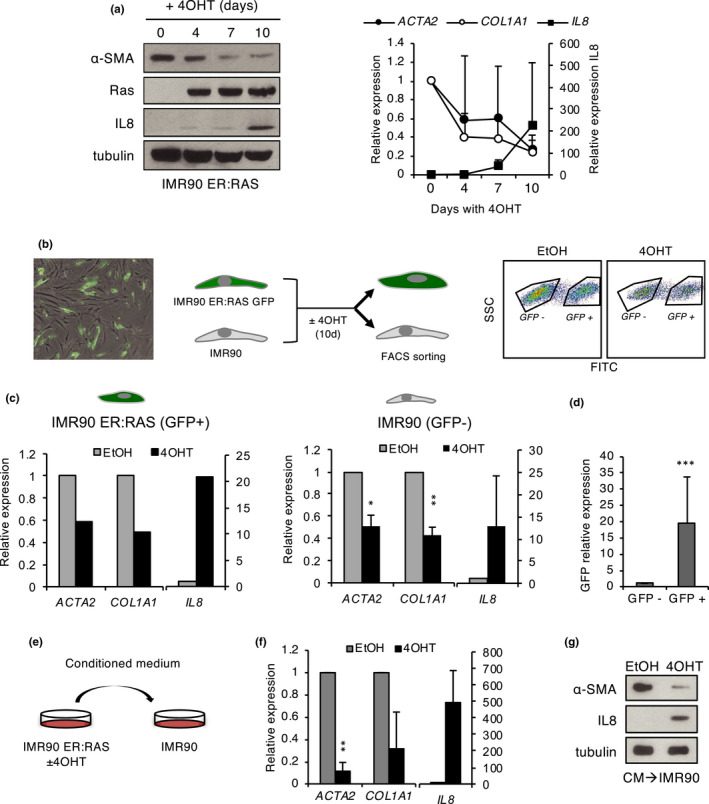
Paracrine transmission of myofibroblast phenotype regulation during senescence. (a) Western blot (left) and qPCR (right) analysis of *IL*‐*8* and the myofibroblast markers α‐SMA (*ACTA2*) and *COL1A1* during senescence induction with 4‐OHT in IMR90 ER:RAS fibroblasts. (b) Left panel: Representative image of co‐culture of IMR90 ER:RAS GFP and IMR90 fibroblasts (overlay bright field and GFP fluorescence) before adding 4‐OHT. Middle panel: experimental design of co‐culture experiments. Right panel: Flow cytometry sorting of GFP‐positive and GFP‐negative populations in co‐cultures treated with 4‐OHT or EtOH for 10 days. (c) qPCR analysis of *IL*‐*8* and myofibroblast markers in sorted GFP‐positive (IMR90 ER:RAS) and GFP‐negative (IMR90) populations. The mean and standard deviation from two independent experiments are shown for GFP‐negative cells; one representative experiment is shown for GFP‐positive cells. (d) qPCR of GFP in sorted GFP‐positive and GFP‐negative populations. (e) Experimental design of conditioned medium experiments. (f) qPCR analysis of *IL*‐*8* and myofibroblast markers in IMR90 fibroblasts exposed to conditioned medium from control (EtOH) and senescent (4‐OHT) IMR90 ER:RAS fibroblasts. The mean and standard deviation from two independent experiments are shown. (g) Western blot analysis of α‐SMA and IL‐8 in the same cells as in F

Next, we asked whether this phenotype could be transmitted in a non‐cell‐autonomous manner, using two types of assays. First, IMR90 ER:RAS fibroblasts expressing GFP were co‐cultured with control, unlabeled IMR90 fibroblasts, and senescence was induced in the ER:RAS fibroblasts with tamoxifen. Then, both cell populations were separated using flow cytometry sorting based on GFP expression (Figure 2b,d). qPCR analysis of the sorted cell populations confirmed the downregulation of myofibroblast markers in OIS (GFP‐positive) fibroblasts. A significant reduction was also observed in normal (GFP‐negative) fibroblasts co‐cultured with OIS fibroblasts, relative to cells co‐cultured with control non‐senescent fibroblasts (Figure 2c). To determine whether this paracrine effect involved cell contact or rather whether it was mediated by soluble factors, we performed assays with conditioned medium. Non‐senescent IMR90 fibroblasts were incubated with medium conditioned by IMR90 ER:RAS fibroblasts with or without tamoxifen induction, and myofibroblast markers were examined by Western blot and qPCR in the recipient cells (Figure 2e). Normal fibroblasts exposed to conditioned medium from OIS cells, but not to control medium, showed a significant drop in myofibroblast markers, similar to that of senescent cells that coincided with a marked increase in the inflammatory SASP marker IL‐8 (Figure 2f,g). Taken together, these results clearly indicate that the senescent‐associated change in myofibroblast phenotype can be transmitted in a non‐cell‐autonomous manner, presumably via soluble SASP factors released to the medium.

### 2.3 Contribution of the fibrogenic and inflammatory phases of the SASP

Recent evidence has shown that the composition of the SASP changes dynamically during senescence implementation, with a Notch/TGF‐β‐dependent fibrogenic SASP active at early time points, followed by an inflammatory SASP at later times (Hoare et al., 2016; Ito et al., 2017). Given the kinetics of myofibroblast marker expression during senescence and the link to the SASP shown above, we decided to study the role of the different waves of the SASP in the regulation of myofibroblast phenotype. To determine the contribution of the early Notch‐dependent SASP, we introduced in ER:RAS fibroblasts a doxycycline‐inducible form of the Notch1 intracellular domain (NICD), a product of proteolytic cleavage of membrane‐bound Notch that enters the nucleus to activate the Notch transcriptional program (Kopan & Ilagan, 2009). Doxycycline efficiently activated the Notch pathway, albeit with some leakiness, as indicated by the upregulation of Notch target genes such as *HEY1* and *HES1* (Figure 3a and data not shown). Notch pathway activation resulted in a dramatic increase in α‐SMA protein and transcript and, to a lesser extent, in *COL1A1* transcript, reverting the downregulation of these markers in senescent cells. As expected, IL‐8 protein and transcript were induced in senescent fibroblasts without NICD expression. Consistent with the reported crosstalk between the Notch fibrogenic SASP and the late‐inflammatory SASP (Hoare et al., 2016; Ito et al., 2017), IL‐8 levels were significantly reduced in NICD‐expressing senescent fibroblasts (Figure 3a–c). TGF‐β is a potent inducer of α‐SMA expression and myofibroblast phenotype, and it is also a downstream effector of Notch in the fibrogenic SASP (Hinz et al., 2012; Hoare et al., 2016). Consistent with the involvement of TGF‐β, we detected increased transcript levels of the TGF‐β target *TGFBI* in NICD‐expressing cells. These results suggest that the Notch/TGF‐β axis contributes to the regulation of myofibroblast phenotype during senescence. However, given the regulatory crosstalk between the fibrogenic and inflammatory SASPs (Hoare et al., 2016), these results would also be consistent with a potential involvement of the latter in this phenotype. To explore the role of the inflammatory SASP in this context, we used a mutant form of IκBα (IκBα mutant or super‐repressor) that acts as a constitutive repressor of the NF‐κB pathway (Boehm et al., 2007), a major transcriptional regulator of the inflammatory SASP (Acosta et al., 2008; Chien et al., 2011). As expected, the expression of IκBα mutant in ER:RAS fibroblasts efficiently blocked the induction of the inflammatory SASP marker IL‐8 in senescent cells (Figure 3d,f, Figure S3a,c). Interestingly, basal levels of myofibroblast markers were increased in non‐senescent cells expressing IκBα mutant. However, the downregulation of these markers in senescence was essentially unaffected, with kinetics indistinguishable from control cells (Figure 3e,f, Figure S3b,c). These results suggest that the senescence‐associated regulation of myofibroblast phenotype is independent of the NF‐κB‐regulated inflammatory SASP. In a complementary approach, we activated the NF‐κB pathway in non‐senescent cells using TNF‐α (Hayden & Ghosh, 2014). As expected, TNF‐α‐mediated activation of the NF‐κB pathway in non‐senescent cells resulted in a clear dose‐dependent induction of the SASP marker IL‐8, accompanied by a significant downregulation of myofibroblast markers (Figure S3d,e). Given the link between the inflammatory and fibrogenic waves of the SASP and the role of TGF‐β in myofibroblast differentiation, we wondered whether the effects observed upon modulation of the NF‐κB pathway in control cells could be linked to TGF‐β. Indeed, we found that the TGF‐β target *TGFBI* was significantly upregulated by the NF‐κB super‐repressor and downregulated by TNF‐α in control non‐senescent cells (Figure 3e and Figure S3d,e). This result suggests that the observed impact on myofibroblast markers under both conditions could, at least in part, be mediated by TGF‐β. This is consistent with previous reports of functional crosstalk between the NF‐κB and TGF‐β pathways (Freudlsperger et al., 2013). Consistent with the above findings, the combined manipulation of the Notch/TGF‐β and NF‐κB pathways in non‐senescent cells, using inducible NICD and TNF‐α, showed that TNF‐α strongly opposed the effects of NICD on *ACTA2* and *IL*‐*8* expression, at least in part, by inhibition of the TGF‐β pathway (Figure S3f). Collectively, this set of results suggests that the regulation of myofibroblast markers during senescence is mostly linked to the modulation of TGF‐β signaling, which may involve both the fibrogenic and inflammatory SASP.

**FIGURE 3:**
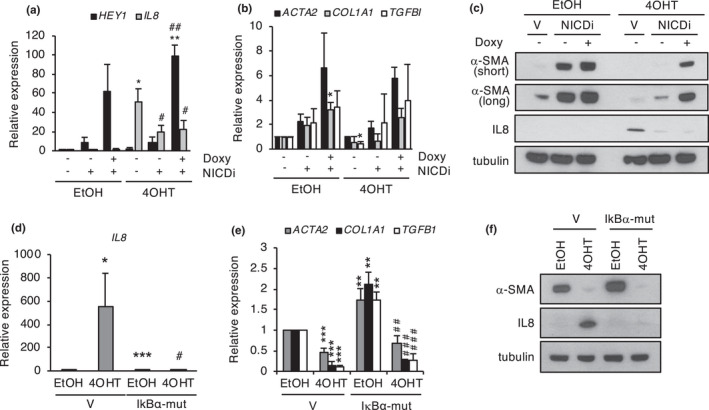
Role of the fibrogenic and the inflammatory SASPs in the regulation of myofibroblast phenotype. (a, b) qPCR analysis of the indicated genes in FF292 ER:RAS fibroblasts expressing inducible NICD (NICDi) or empty vector (V) treated with doxycycline in growing (EtOH) or senescence (4‐OHT) conditions. (c) Western blot analysis of α‐SMA (short and long exposures) and IL‐8 in the same conditions as in a and b. The mean and standard deviation from two independent infections are shown. (d, e) qPCR analysis of the indicated genes in FF292 ER:RAS fibroblasts expressing IκBα‐mut or empty vector (V). (f) Western blot analysis of α‐SMA and IL‐8 in the same cells as in d, e. The means and standard deviation from three independent experiments are shown. In a, the # symbol indicates significance relative to 4‐OHT/no Doxy/no NICDi; in e, the # symbol indicates significance relative to IκBα‐mut/EtOH

### 2.4 Dynamic regulation of paracrine transmission of myofibroblast phenotype

To gain a more complete picture of the transmission of the senescence‐associated changes in myofibroblast phenotype, in connection with the SASP, we carried out a dynamic transcriptomic analysis of paracrine senescence using RNA‐Seq. To this end, normal IMR90 human fibroblasts were exposed to conditioned medium obtained from IMR90 ER:RAS fibroblasts at different time points (4, 7, and 10 days) after senescence induction with 4‐OHT, representative of the successive phases of the SASP (Figure 4a and Figure S4a). 

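Normal IMR90 cells, a line of human lung fibroblasts, were the recipients, and the donors were IMR90 cells with ER:RAS, a RAS oncogene fused to the estrogen receptor that 4-OHT switches on. Recipient fibroblasts were incubated for 3 days with medium conditioned at day 0, 4, 7 or 10 of induction, and samples are named D0, D4, D7 and D10 after the day of the medium. Each of the 4 groups has 2 libraries from 2 independent experiments, so 8 libraries were analysed. The RNA had been selected for poly(A) and made into stranded libraries. The authors counted reads on 27696 genes and deposited those counts without normalization. Total counts were 12591282 and 13173746 at D0, 13259801 and 13256455 at D4, 13395912 and 12955923 at D7, and 13332458 and 11708193 at D10, in experiments 1 and 2. Gene identifiers are those of Ensembl, and positions are given on GRCh38 as in GENCODE release 29, which holds 99.6% of the identifiers. The text names neither the aligner nor whether counting used strand, so genes that overlap on opposite strands can share counts.
Counts were normalized with edgeR's TMM method, and expression is given as CPM, edgeR's counts scaled by normalized library size, with the mean ± SD of the 2 libraries. Differences against D0 were tested with edgeR's quasi-likelihood test over 13798 genes in one fit of all 8 libraries. Log2 fold changes come from that fit, and changes within an experiment compare its own libraries. A group in which no library has more than 3 counts of a gene is taken to be at the floor, and a fold against it sets each of its libraries to 3 counts. This fold is given as a lower bound. It does not cover the spread between experiments, nor all counting error where the counts are close to 3. Libraries of the same experiment deviated from their group means together, so the test was also run with the experiment as a replicate block, which called 688 genes at D10, and its values are given where they change the call of a gene or list described here.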

As expected (Acosta et al., 2013), exposure to late SASP induced a senescent phenotype in normal IMR90 fibroblasts (Figure S4b). For simplicity, normal fibroblasts exposed to medium obtained at day 0 post‐induction will be designated D0, and so on for the rest of samples (D4, D7, and D10). Volcano plots showed that the intensity of expression changes increases along the kinetics of senescence induction, with the most significant variations detected at D10, especially among upregulated genes (Figure 4b). 

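At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes differed from D0 at D4, 0 at D7 and 40 at D10, of which 27 were higher and 13 lower. At an unadjusted p under 0.05 the counts were 409, 599 and 1095 genes. All 40 genes had a fold change of at least 2, and the 2 with an adjusted p under 0.01, C3 and STC1, were both higher at D10 and are named after their values were seen. The number of calls depended on the model for the spread between libraries. The replicate block gave 38 genes at D4, 172 at D7 and 688 at D10, of which 350 were higher and 338 lower. DESeq2, the tool named in the paper's methods, called 44, 113 and 383 genes, with 215 higher and 168 lower at D10. The 40 genes were all among those that DESeq2 and the blocked test called at D10. When 1 library of D4 or of D7 was left out, 15 or 14 genes were called at D10.
The SD of the log2 changes over all tested genes was 0.45 at D4 and 0.47 at D7 in experiment 1 and rose to 0.59 at D10. In experiment 2 it was 0.46, 0.54 and 0.77. The D0 libraries of the 2 experiments differed from each other with an SD of 0.62, which is larger than the change from D0 to D4 or D7 within either experiment and than the change to D10 in experiment 1.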

Next, we sought to identify sets of genes with common expression patterns, using gene clustering (Figure 4c). A majority of clusters (13 out of 20 clusters, 227 genes) displayed increased expression along paracrine senescence, while 5 out of 20 clusters (183 genes) represented downregulated genes. 

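Grouping the 40 genes called on any day by K-means on their log2 fold changes at D4, D7 and D10, with 20 clusters and Euclidean distance, gave 15 clusters with a positive mean at D10, holding 27 genes, and 5 with a negative mean, holding 13 genes. Of the 20 clusters, 9 held a single gene, and without these there were 7 increasing clusters with 19 genes and 4 decreasing clusters with 12 genes. With 5 other random starts the number of increasing clusters was between 10 and 14. With 10 clusters it was 7. Taking the 412 genes that DESeq2 called on any day gave 12 increasing clusters with 229 genes and 8 decreasing clusters with 183 genes, and no cluster of a single gene. The gene numbers moved most with the 709 genes called with the replicate block, a choice made after seeing the data, which formed 13 increasing clusters with 360 genes and 7 decreasing clusters with 349 genes. The 391 genes called by edgeR without a filter on low counts, also clustered after seeing the data, formed 13 increasing clusters with 235 genes and 7 decreasing clusters with 156 genes.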

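The 27 genes that were higher at D10 had a median log2 fold change of 3.34, and the 13 that were lower had a median of -2.60. Genes at the floor, 3 of the higher and 1 of the lower, enter these medians at their bounds without moving them. Among the DESeq2 calls the medians were 2.10 and -1.61, and among the calls with the replicate block 1.39 and -1.27. Of the log2 change seen at D10, the higher genes had reached a median of 28.6% at D4 and 49.7% at D7, and the lower genes 50.3% at D4 and 74.6% at D7. Since all 3 days share the D0 libraries, 100 simulations with unchanged D4 and D7 groups were run, and their median shares at D4 lay between -11.3% and 7.19% for higher and between -12.7% and 13.1% for lower genes. These took the genes called here and called none anew. A bias from choosing genes by the same D0 libraries is therefore not covered. The difference between the directions was seen in both experiments, with 20.7% against 49.2% at D4 in experiment 1 and 24.5% against 48.3% in experiment 2. It was also seen among the DESeq2 calls, with 23.4% against 45.4% at D4 and 40.1% against 61.2% at D7. Genes are not independent replicates, so no p-value is given.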

Consistent with the volcano plot analysis, upregulated genes grouped in clusters with higher fold changes and sharper kinetics profiles, while downregulated gene clusters generally showed a more progressive kinetics with lower fold changes. 

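The 3 largest fitted increases at D10 among the genes past the threshold were those of IL1B, WTAPP1 and CXCL1, and the 3 largest decreases were those of TNNT2, LUZP2 and TOX. WTAPP1 (ENSG00000255282.6, chromosome 11 from 102746968 to 102836766) had 0 counts in both D0 libraries and 26 and 52 at D10, so it was at least 13.1-fold higher (adjusted p = 0.0402 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lies across MMP1 and MMP3 on the opposite strand, and 7.96% of its exon bases overlap other genes, so counts may be shared. LUZP2 (ENSG00000187398.11, chromosome 11 from 24496970 to 25082631) fell from 8.67 ± 0.295 to 0.711 ± 0.114 CPM (SD, 2 libraries), a log2 fold change of -3.59 (standard error 0.37, adjusted p = 0.0181 from the same test). TOX (ENSG00000198846.5, chromosome 8 from 58805418 to 59119208) fell from 15.6 ± 1.26 to 1.74 ± 0.00459 CPM, a log2 fold change of -3.16 (standard error 0.33, adjusted p = 0.0181 from the same test). TOX had already reached -2.06 at D4 and -2.47 at D7, where the same test gave adjusted p of 0.702 and 0.228, and 0.018 and 0.00568 with the replicate block. The cluster means differed in timing. An increase seen mainly at D10 was that of a cluster of 1 gene, with log2 fold changes of 0.04, 0.48 and 4.50 at D4, D7 and D10. The cluster that held C3 alone had -0.03, 2.64 and 6.82. A decrease largely present at D4 was seen in a cluster of 4 genes, with -1.30, -1.75 and -2.04.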

The clustering analysis revealed distinct expression kinetic patterns in paracrine senescence (Figure 4c and Table S2). As expected, the most significantly enriched categories in upregulated clusters were related to the SASP and cell senescence (*senescence and autophagy in cancer*, *cytokine–cytokine receptor interaction*, and *NF*‐*κB signaling*), validating the experimental design. These categories included major components of the late‐inflammatory SASP, such *as IL*‐*1A*, *IL*‐*1B*, *IL*‐*6*, *IL*‐*8*, *CXCL1*, *and CXCL5*, as well as matrix metalloproteases such as *MMP1* and *MMP3* (Basisty et al., 2020; Coppe et al., 2008). 

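Gene lists fixed before the data were examined were tested with limma's camera, and the adjusted p covers the 18 lists with at least 5 tested genes. The 13 SASP genes that the paper names or shows in Fig. 4c had a median log2 fold change of 6.87 at D10 (camera adjusted p = 3.3e-51), or 5.68 with the 5 genes at the floor set to their bounds. All 13 were higher in both experiments. The median within an experiment was 3.69 and 6.52, and the fitted median was 4.84 without D10 replicate 2 and 7.80 without D10 replicate 1. Of these genes, 5 passed the threshold over all genes tested and 13 when adjusted over the list alone. The study chose the list on these samples, so neither these counts nor the tests of the list are independent evidence. A hand-made list of 22 tested NF-κB target genes, 6 of them shared with the SASP list, had a median of 2.42 (8.9e-40), with 21 higher in both experiments, and 1.59 without D10 replicate 2. Of its genes 4 passed the threshold over all genes and 17 when adjusted over the list alone. At D4 the median of these NF-κB targets was -0.027, or 0 with bounds, and the adjusted p was 0.979. For 12 chemokine genes the D10 median was 4.93, or 4.48 with bounds (1.1e-22), with 3.81 without D10 replicate 2 and 6.21 without D0 replicate 2. For 13 matrix metalloprotease genes it was 0.075 (5.0e-04), with 5 genes higher and 4 lower in both experiments. A list of 6 senescence genes had a median of 0.025 and an adjusted p of 0.834, and its median was -0.15 without D0 replicate 1 and -0.004 without D10 replicate 2. For this list fry gave an adjusted p of 0.255, and 0.0358 with the replicate block. Camera was run with a preset correlation between genes of 0.01, and the other tests gave far larger values. For the SASP list fry gave an adjusted p of 0.0221 and camera with an estimated correlation 0.0183. For the NF-κB targets these were 0.0198 and 0.0183. At D10 camera with the preset correlation placed 11 lists past 0.05, fry 10 and camera with an estimated correlation 8. The SASP, NF-κB, chemokine and metalloprotease lists were past it in all 3 tests, but they share genes. The chemokines share 6 genes with the SASP list and 6 with the NF-κB targets, and the metalloproteases share 2 with the SASP list. The replicate block called 2 metalloproteases, MMP1 and MMP3, both among the SASP genes.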

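The genes named were higher at D10 in both experiments, with large differences between the 2 libraries. IL1A (ENSG00000115008.5, chromosome 2 from 112773915 to 112784590) had 0 counts in both D0 libraries and 11 and 66 at D10, at least 12.9-fold higher (adjusted p = 0.146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00866 with the replicate block). IL1B (ENSG00000125538.11, chromosome 2 from 112829751 to 112836903) had 0 and 1 counts at D0 and 148 and 723 at D10, at least 146-fold higher (adjusted p = 0.0379). CXCL1 (ENSG00000163739.4, chromosome 4 from 73869393 to 73871242) had 3 and 2 counts at D0 and 365 and 1145 at D10 and was 254-fold higher than the floor (adjusted p = 0.0181), and 5.73% of its 50-base words also occur in CXCL2 or other genes. Its D0 counts lie close to the floor, so counting error could bring this limit lower. CXCL5 (ENSG00000163735.6, chromosome 4 from 73995642 to 73998779) had 1 and 0 counts at D0 and 53 and 942 at D10 and was at least 167-fold higher (adjusted p = 0.0779, with the block 8.1e-04). These limits rest on the mean of both D10 libraries. Without D10 replicate 2 they were 3.71-fold for IL1A, 49.9-fold for IL1B, 123-fold for CXCL1 and 17.9-fold for CXCL5, and without D10 replicate 1 22.2-fold, 243-fold, 385-fold and 316-fold. IL-8 is listed as CXCL8 (ENSG00000169429.10, chromosome 4 from 73740506 to 73743716). It rose from 1.89 ± 1.24 to 1600.2 ± 1996 CPM (SD, 2 libraries), a log2 fold change of 9.70 (standard error 1.61, adjusted p = 0.0656), or 9.21 with the block (adjusted p = 7.5e-04). Without D10 replicate 2 its log2 fold change was 6.62. IL6 (ENSG00000136244.11, chromosome 7 from 22725884 to 22732002) rose from 7.61 ± 3.65 to 278 ± 338 CPM (log2 fold change 5.18, adjusted p = 0.131, with the block 0.0058), and the log2 fold change was 2.36 without D10 replicate 2. Genes on the opposite strand overlap 20.7% of its exon bases. MMP1 (ENSG00000196611.4, chromosome 11 from 102789920 to 102798160) had a log2 fold change of 2.88 at D4, 4.00 at D7 and 5.68 at D10 (adjusted p = 0.0106 at D10), and the block also called it at D4 (0.0219) and D7 (0.00568). MMP3 (ENSG00000149968.11, chromosome 11 from 102835801 to 102843803) had 7.24 at D10 (adjusted p = 0.0933, with the block 0.0201), between 4.42 without D10 replicate 2 and 8.71 without D0 replicate 1. Exon bases on the strand opposite to WTAPP1 make up 7.61% of MMP1 and 1.56% of MMP3.

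**Figure D1:**
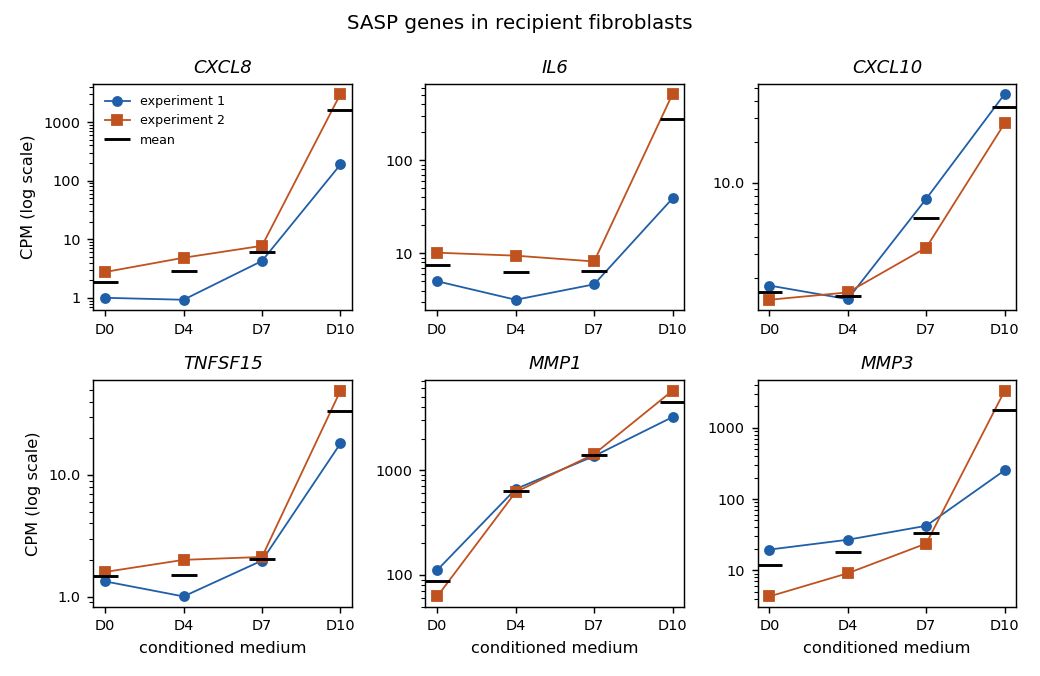
Normalized CPM (log scale) of 6 SASP genes in recipient fibroblasts by day of the conditioned medium, with a point per library, lines joining the libraries of an experiment and a bar at the mean. MMP1 has a mean of 638 CPM at D4, above both D0 libraries, while CXCL8, IL6, TNFSF15 and MMP3 rise mostly between D7 and D10.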

Because of the expression kinetics of myofibroblast markers, next we focused on clusters with downregulated genes. 

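Genes of the myofibroblast and muscular class of Fig. 4c were lower at D10. The 9 genes named in the text or shown there (ACTA2, ACTG2, TPM2, TAGLN, CNN1, CNN2, CNN3, ADRA1B and TNNT2) had a median log2 fold change of -0.38 at D4, -0.78 at D7 and -1.54 at D10, with camera adjusted p of 1.4e-05, 4.1e-14 and 3.2e-23. At D10 all 9 were lower in both experiments, fry gave an adjusted p of 0.0171, and camera with an estimated correlation gave 0.0413. At D4 and D7 these tests gave 0.306 and 0.0945 with fry, and 0.298 and 0.118 with the estimated correlation, while fry with the replicate block gave 0.00911 and 0.00154. Over all genes tested 2 of the 9 passed the threshold at D10, and 8 did when adjusted over the list alone, which was chosen on these samples. A list of smooth muscle contraction genes written before the data were examined, 18 of them tested and 5 shared with the list of Fig. 4c, had a median of -0.94 at D10 (camera adjusted p = 1.6e-17, fry 0.0136). At D4 and D7 fry gave 0.283 and 0.0788 for these genes, and with the block the same values as for the list of Fig. 4c. At D10 16 were lower and 1 was higher in both experiments. Over all genes 1 of them passed the threshold, and 8 when adjusted over the list alone.

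**Figure D2:**
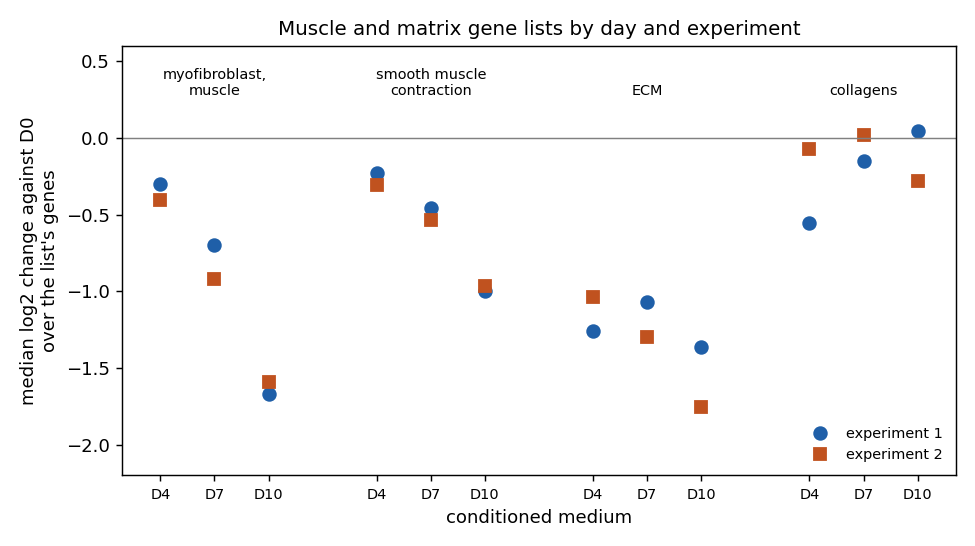
Median log2 change against D0 over the genes of 4 lists, for each day of the conditioned medium and each experiment. The myofibroblast and muscle list falls from -0.30 at D4 to -1.67 at D10 in experiment 1, and the ECM list lies between -1.04 and -1.75 on all days.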

Notably, this class was enriched in categories related to muscle phenotype and contraction, such as *vascular smooth muscle contraction*, *smooth muscle cell proliferation*, or *cytoskeleton*. These included the myofibroblast marker *ACTA2*, and related genes such as *ACTG2*, *TPM2*, and *TAGLN*. 

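ACTA2 (ENSG00000107796.13, chromosome 10 from 88935074 to 88991339), which encodes α-SMA, fell from 1256 ± 129 CPM at D0 to 185 ± 56.5 CPM at D10 (SD, 2 libraries), a log2 fold change of -2.76 (standard error 0.36, adjusted p = 0.0399 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was the largest fall of the smooth muscle contraction list past the threshold. Genes on the opposite strand overlap 30.1% of its exon bases. ACTG2 (ENSG00000163017.13, chromosome 2 from 73892314 to 73919865) had a log2 fold change of -1.83 (standard error 0.37, adjusted p = 0.0947), and with the replicate block -1.83 (adjusted p = 0.00172). TAGLN (ENSG00000149591.16, chromosome 11 from 117199321 to 117204782) had -1.54 (standard error 0.35, adjusted p = 0.131, with the block 0.00332), and 11.4% of its exon bases are overlapped on the opposite strand. TPM2 (ENSG00000198467.13, chromosome 9 from 35681992 to 35690121) fell less, with a log2 fold change of -0.70 (standard error 0.40), -0.59 in experiment 1 and -0.86 in experiment 2. Its adjusted p was 0.857, 0.0974 with the block and 0.815 with DESeq2. TNNT2 (ENSG00000118194.18, chromosome 1 from 201359008 to 201377762) had the largest fall of the class, from 33 and 37 counts at D0 to 1 and 0 at D10, at least 11.5-fold lower (adjusted p = 0.0402).

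**Figure D3:**
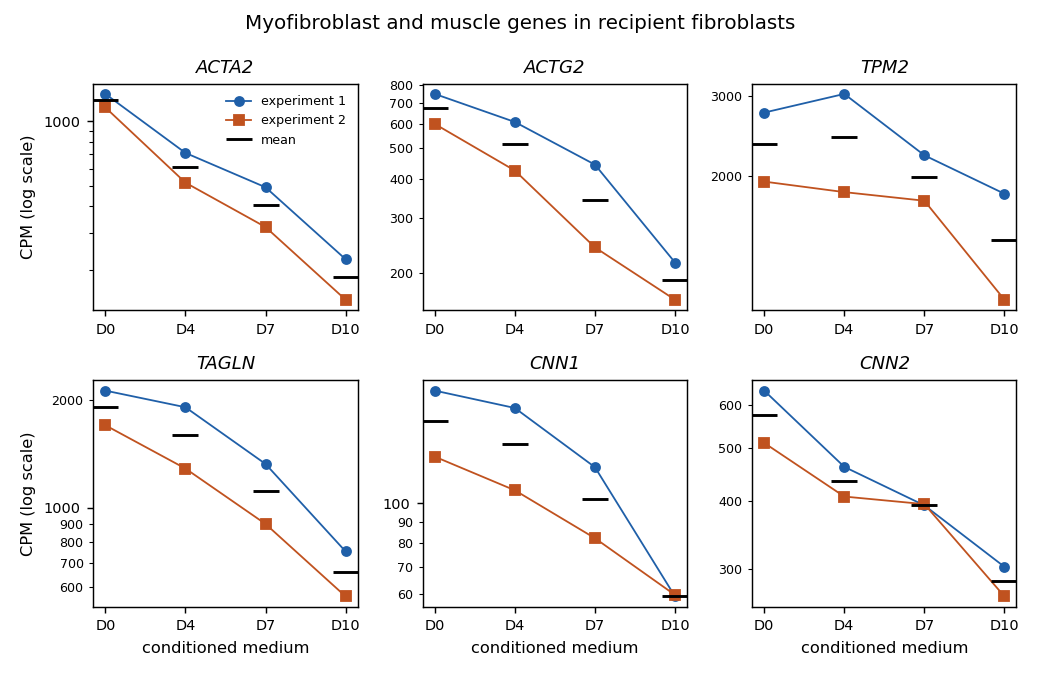
Normalized CPM (log scale) of 6 myofibroblast and muscle genes by day of the conditioned medium, with a point per library, lines joining the libraries of an experiment and a bar at the mean. ACTA2 falls from 1256 to 185 CPM, and both D10 libraries of each gene lie below both D0 libraries.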

The categories related to extracellular matrix (*extracellular matrix organization*, *focal adhesion*) were also enriched in this set, including several collagens and fibrillin *FBN2*. 

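The ECM genes that the paper names or shows in Fig. 4c,e (10 genes) had a median log2 fold change of -1.07 at D4, -1.31 at D7 and -1.10 at D10 (camera adjusted p = 2.6e-14 at D10, fry 0.0101). The study chose this list on these samples, so its fall is not independent evidence. At D10 9 of the 10 were lower in both experiments, and the exception was ADAMTS5, with -0.37 in the fit. Its log2 fold change was 0.35 without D10 replicate 1 and -1.73 without D10 replicate 2. Without D10 replicate 1 the median was -1.74. No gene of the list passed the threshold over all genes tested at D10, 7 did when adjusted over the list alone, and the replicate block called 6, among them SDC2 with a log2 fold change of -1.03. FBN2 (ENSG00000138829.11, chromosome 5 from 128257909 to 128659185) fell from 1146 ± 26.7 to 366 ± 105 CPM (SD, 2 libraries), a log2 fold change of -1.65 (standard error 0.30, adjusted p = 0.0779 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the block 0.00701). It was already at -1.64 at D4, with an adjusted p of 0.757 from the same test and 0.0449 with the block. Of the collagens, COL8A2 (ENSG00000171812.12, chromosome 1 from 36095236 to 36125220) had -1.73 at D10 (adjusted p = 0.102, with the block 0.0151). COL11A1 (ENSG00000060718.20, chromosome 1 from 102876467 to 103108872) had -3.25 (adjusted p = 0.309, with the block 0.015), and -1.63 without D0 replicate 2. COL14A1 (ENSG00000187955.11, chromosome 8 from 120059780 to 120372036) was lowest at D4, with -1.90, and had -0.86 at D10 (adjusted p = 0.827), or -0.25 without D10 replicate 2 and -1.91 without D10 replicate 1. Over all 28 collagen genes tested the median was -0.015 (camera adjusted p = 0.646), with 9 higher and 11 lower in both experiments, and it was 0.22 without D0 replicate 1 and 0.0023 without D10 replicate 2. The block called 6 collagens, 4 of them higher, with the largest rise in COL7A1 (1.85). For 14 ADAMTS genes the median was -0.35 (camera adjusted p = 2.8e-04, fry 0.0101), and the largest fall past the threshold was that of ADAMTS15 (-2.76).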

The validation of the RNA‐Seq results by Western blot and qPCR confirmed the decreased expression of myofibroblast‐ and ECM‐related markers, as well as the upregulation of inflammatory SASP factors in paracrine senescence, with similar kinetics to autocrine senescence (Figure 4d,e). These results indicate gene expression changes related to myofibroblast phenotype and matrix dynamics during paracrine senescence. 

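By day, the log2 fold change of ACTA2 was -1.03 at D4 and -1.63 at D7, with adjusted p of 1 and 0.315 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The replicate block gave 0.0641 and 0.00702 for these days and a log2 fold change of -2.79 at D10. COL1A1 (ENSG00000108821.13, chromosome 17 from 50183289 to 50201632) had 11597 ± 4105 CPM at D0, 9132 ± 116 at D4, 8780.4 ± 64.3 at D7 and 5363 ± 5754 at D10 (SD, 2 libraries). Its log2 fold change at D10 was -1.11 (standard error 0.77, adjusted p = 0.967 from the same test), with -0.62 in experiment 1 and -2.75 in experiment 2, so the difference was within the spread between libraries. It was -3.14 without D10 replicate 1 and -0.30 without D10 replicate 2. For CXCL8 the log2 fold change was 0.60 at D4 and 1.65 at D7, and for IL6 -0.27 and -0.25, all with an adjusted p of 1.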

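Tested against each other in the same fit, D10 and D4 differed in 1 gene, C3, at an adjusted p under 0.05 (786 at an unadjusted p under 0.05). D10 and D7 differed in 0 (489) and D7 and D4 in 0 (58). With the replicate block the numbers were 352, 44 and 0 genes, the last beside 509 at an unadjusted p under 0.05, and the blocked log2 fold change of TAGLN at D10 was -1.54. From the decrease of myofibroblast and ECM genes, seen in RNA-Seq and by Western blot and qPCR, the paper reasons that the expression changes concern myofibroblast phenotype and matrix dynamics, and concludes that senescence-associated changes in this phenotype are transmitted in a paracrine manner.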

As such, they independently validate the notion of paracrine transmission of senescence‐associated changes in myofibroblast phenotype. Next, we interrogated the expression data to identify mechanisms involved in the regulation of this phenotype. 

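The 5 genes of the TGF-β branch that the paper names or shows in Fig. 4c,e (TGFB1, TGFB2, TGFB3, TGFB1I1 and TGIF1) had a median log2 fold change of -0.10 at D4, -0.11 at D7 and -0.47 at D10. The camera adjusted p was 0.00411, 0.00449 and 0.0533, and fry gave 0.0375, 0.0461 and 0.0221. At D10 3 were lower and 2 higher in both experiments. The 9 tested genes of the BMP branch had a median of -0.67 at D4 and -0.37 at D7. Camera gave adjusted p of 0.0269 and 0.0904 for these days, and fry 0.306 and 0.381. At D10 the median of the BMP branch was 1.56 (0.502 with camera), with 5 higher and 4 lower in both experiments. This median is the value of SMAD1, and the genes below it lay at -1.63 or lower, so it shows no common rise. Without D10 replicate 2 it was 0.81, the value of GDF15 in that fit. The list counts GDF15, which the paper calls only distantly related to TGF-β. Of the genes in the BMP list 2 passed the threshold over all genes, BMP2 upward and BAMBI downward, and 9 when adjusted over the list alone. The study chose both lists on these samples. A test of one direction counts the rise of TGIF1, which the paper names as an inhibitor, against a fall of the list, and the BMP list also holds antagonists such as GREM1. Lists of target genes were written before the data were examined. For 23 TGF-β target genes the fitted median was 0.10 at D10 (camera adjusted p = 0.113). The median within an experiment was -0.25 and -0.16, and the fitted median lay between -0.20 and -0.064 when any 1 library of D0 or D10 was left out, so its sign was not determined. For 15 BMP target genes it was 0.014 (adjusted p = 0.799), with 6 higher and 4 lower in both experiments.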

Interestingly, we noted a significant enrichment in categories related to TGF‐β signaling pathway (*TGF*‐*β signaling pathway*, *signaling by BMP*) both in the upregulated and downregulated clusters (Figure 4c, Figure S4c). 

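BMP2 (ENSG00000125845.6, chromosome 20 from 6767664 to 6780280) rose from 12.5 ± 3.5 to 217 ± 129 CPM at D10 (SD, 2 libraries), a log2 fold change of 4.11 (standard error 0.52, adjusted p = 0.0379 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3.33 without D10 replicate 2. SMAD1 (ENSG00000170365.9, chromosome 4 from 145481194 to 145558079) had a log2 fold change of 1.56 (standard error 0.31, adjusted p = 0.0923), and with the replicate block 1.58 (adjusted p = 0.0037). TGFB2 (ENSG00000092969.11, chromosome 1 from 218346235 to 218444619) fell from 78.9 ± 1.56 to 25.2 ± 5.52 CPM, a log2 fold change of -1.65 (standard error 0.27, adjusted p = 0.0637, with the block 0.00333). Of the 50-base words of TGFB2, 26.4% also occur in TGFB2-OT1, a gene within it. TGIF1 (ENSG00000177426.20, chromosome 18 from 3411608 to 3459978) had a log2 fold change of 1.37 (standard error 0.40, adjusted p = 0.285, with the block 0.0367), and 0.52 without D10 replicate 2. Other members of the BMP class of Fig. 4c moved in both directions. BAMBI had -1.97 (adjusted p = 0.0402), ID2 -1.99 and GDF5 -2.56, while GREM1 had 2.21, or 0.97 without D10 replicate 2. The adjusted p of ID2, GDF5 and GREM1 lay between 0.0779 and 0.226, and with the block between 0.0103 and 0.0275. For GDF5 35.2% of the exon bases are overlapped on the opposite strand.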

A detailed analysis of specific genes revealed an overall upregulation of the BMP branch (*BMP2*, *SMAD1*) and a repression of the TGF‐β branch (downregulation of *TGFB2*, upregulation of the inhibitor *TGIF1*) in paracrine senescence (Figure 4c). Of note, the downregulation of TGF‐β signaling suggested by the gene expression analysis was consistent with our above observations during manipulation of the SASP, and the known role of TGF‐β in regulation of myofibroblast phenotype.

**FIGURE 4:**
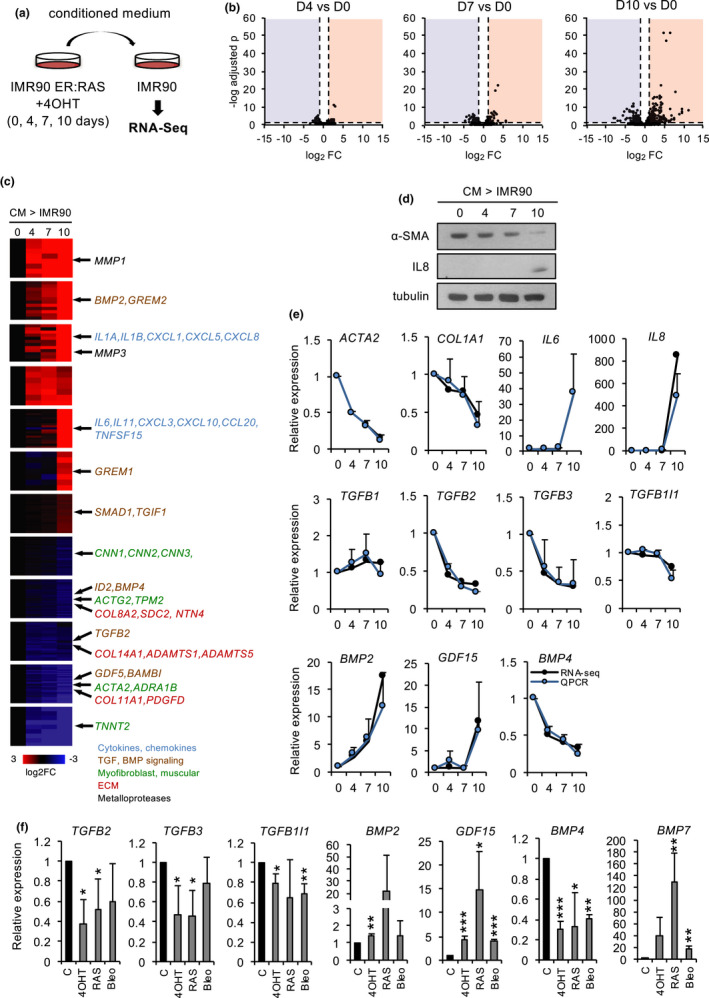
Transcriptomic dynamic analysis of paracrine senescence. (a) Experimental design. (b) *Volcano plot* of differential expression of D4, D7, and D10 cells relative to D0. The horizontal dashed line indicates *p *= 0.05, and the vertical dashed lines indicate fold change 2 or −2. (c) Expression clusters and representative genes. (d) Western blot of α‐SMA and IL‐8 in recipient fibroblasts along paracrine senescence kinetics. (e) Differential expression from RNA‐Seq and qPCR of the indicated genes in recipient fibroblasts along paracrine senescence kinetics. The mean and standard deviation from three independent experiments are shown for qPCR. (f) qPCR of the indicated genes in different forms of senescence in IMR90 fibroblasts. 4‐OHT: relative to EtOH control in ER:RAS cells; RAS, relative to vector‐infected cells; and Bleo, bleomycin‐treated cells relative to vehicle. The mean and standard deviation from three independent experiments are shown

### 2.5 Role of the TGF‐β pathway

Prompted by this evidence, we investigated further the role of TGF‐β signaling in this context. To do this, we analyzed in more detail the expression of members of this pathway in paracrine senescence and in different types of autocrine senescence (constitutive and inducible OIS and DIS). RNA‐Seq results and qPCR (Figure 4e,f) showed that the TGF‐β2 (*TGFB2*) and TGF‐β3 (*TGFB3*) ligands, but not TGF‐β1 *(TGFB1)*, as well as the *TGFB1I1* target gene, were significantly downregulated in autocrine and paracrine senescent fibroblasts. In contrast, members of the BMP branch, such as *BMP2*, *BMP7*, but not *BMP4*, were significantly upregulated, as was the TGF‐β distantly related factor *GDF15* (Figure 4e,f). Moreover, we used an antibody array to detect secreted TGF‐β pathway factors in the conditioned medium of senescent ER:RAS fibroblasts. This semiquantitative assay confirmed the reduced levels of members of the TGF‐β branch, such as TGF‐β2 and TGFBI, and the increased levels of members of the BMP branch, such as BMP2 and BMP7, in senescent conditioned medium. 

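In the recipient fibroblasts, TGFB2 had a log2 fold change of -1.22 at D4 and -1.53 at D7 before its D10 value. At D7 its adjusted p was 0.292 from edgeR's quasi-likelihood test, and 0.0162 with the replicate block. TGFB3 (ENSG00000119699.7, chromosome 14 from 75958099 to 75982991) was expressed at 3.51 ± 1.41 CPM at D0 and 1.03 ± 0.226 CPM at D10 (SD, 2 libraries), from 30 and 62 counts to 15 and 11, a log2 fold change of -1.77 (standard error 0.55). Its adjusted p was 0.321 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0774 with the replicate block, where the log2 fold change was -1.72, and 0.249 with DESeq2. TGFB1 (ENSG00000105329.9, chromosome 19 from 41301587 to 41353911) had a log2 fold change of 0.31 (standard error 0.32, adjusted p = 0.998), and -0.0078 without D10 replicate 1. TGFB1I1 (ENSG00000140682.18, chromosome 16 from 31471585 to 31477960) had -0.47 (standard error 0.22, adjusted p = 0.708, with the block 0.183 and with DESeq2 0.895). It was lower in both experiments, with changes of -0.54 and -0.38.

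**Figure D4:**
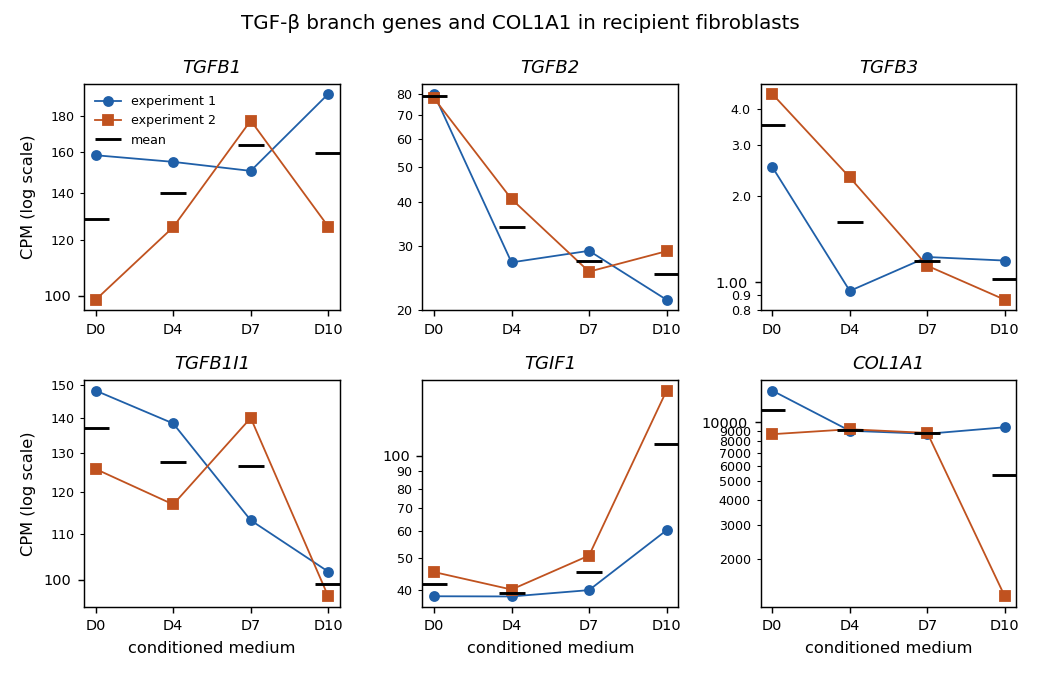
Normalized CPM (log scale) of 5 genes of the TGF-β branch and COL1A1 by day of the conditioned medium, with a point per library, lines joining the libraries of an experiment and a bar at the mean. The mean of TGFB2 falls from 78.9 CPM at D0 to 33.9 at D4, and COL1A1 at D10 differs between the experiments.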

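By day, BMP2 had a log2 fold change of 1.47 at D4 and 2.45 at D7, and at D7 the adjusted p was 0.307 from edgeR's quasi-likelihood test and 0.0261 with the replicate block. BMP7 (ENSG00000101144.12, chromosome 20 from 57168748 to 57266629) had 1 and 2 counts at D0 and 0 and 5 at D10, so it was near the floor in all groups, a difference was not detectable at this depth, and it did not pass the filter on low counts. BMP4 (ENSG00000125378.15, chromosome 14 from 53949736 to 53958761) fell from 174 ± 24.8 to 56.4 ± 24.7 CPM (SD, 2 libraries), a log2 fold change of -1.63 (standard error 0.32, adjusted p = 0.0933 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the replicate block -1.66 (adjusted p = 0.00513). GDF15 (ENSG00000130513.6, chromosome 19 from 18374731 to 18389176) had 76.5 ± 0.884 CPM at D0 and 904 ± 1089 CPM at D10, a log2 fold change of 3.56 (standard error 0.95, adjusted p = 0.209, with the block 0.0789, with DESeq2 0.0363 and without a filter on low counts 3.4e-04). The D10 libraries had 1698 and 21225 counts of it, with changes of 0.83 in experiment 1 and 4.44 in experiment 2, and without D10 replicate 2 the log2 fold change was 0.81.

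**Figure D5:**
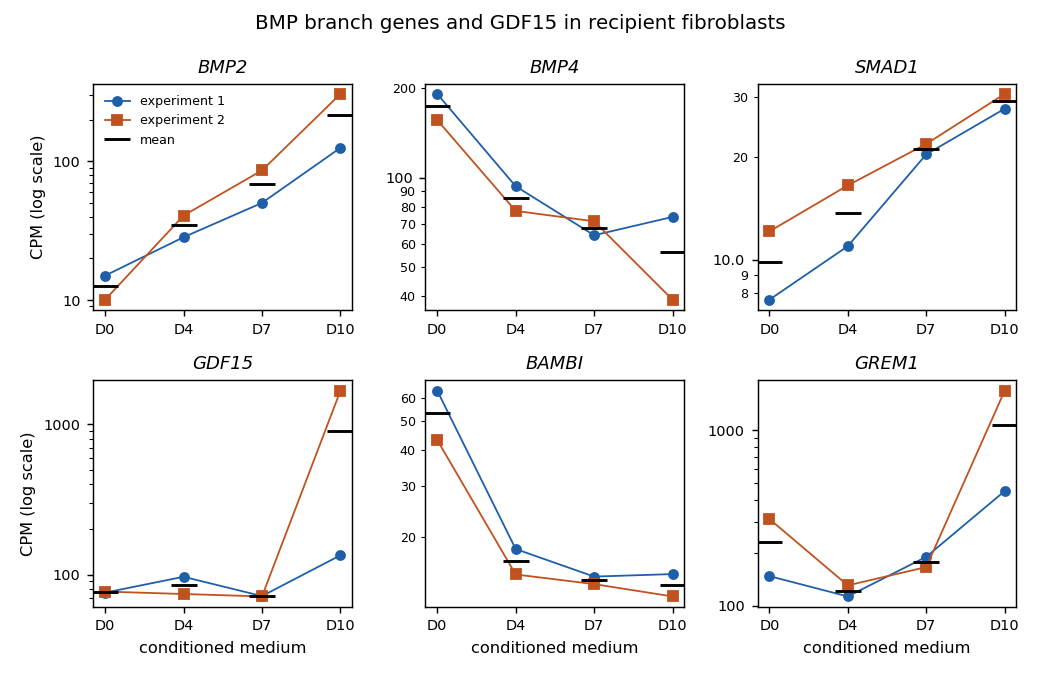
Normalized CPM (log scale) of 6 genes of the BMP branch and related factors by day of the conditioned medium, with a point per library, lines joining the libraries of an experiment and a bar at the mean. BMP2 rises on each day to 217 CPM, BMP4 falls to 56.4 CPM, and GDF15 at D10 differs between the experiments.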

Interestingly, for a large fraction of factors, the effect was retained in IκBα mutant fibroblasts, indicating that this regulation was, at least in part, independent of the NF‐κB‐regulated inflammatory SASP (Figure S4d). Collectively, these results confirm the paracrine transmission of the senescence‐associated changes in myofibroblast phenotype and suggest that these changes may be associated with the differential regulation of the BMP and TGF‐β branches of the TGF‐β superfamily.

We next sought to determine whether the cellular response to TGF‐β was affected by senescence. To this end, control and senescent fibroblasts were treated with TGF‐β. As expected, ectopic TGF‐β efficiently induced myofibroblast markers in growing fibroblasts (Hinz et al., 2012); however, this effect was significantly reduced in senescent ER:RAS cells (Figure 5a–c). Similar results were obtained in OIS fibroblasts due to constitutive RAS expression, and in IMR90 shp53/p16 RAS fibroblasts (SASP induction without senescent arrest) (Figure S5a,b). Additional TGF‐β‐inducible genes, such as *TGFBI* and *TGFB1I1*, also showed blunted induction by TGF‐β in ER:RAS‐senescent fibroblasts, consistent with defective TGF‐β signaling in senescence (Figure 5d). Of note, treatment with TGF‐β alone did not cause significant induction of senescence markers (Figure S7a). The phosphorylation and nuclear translocation of the SMAD2/3 transcription factors are well‐established readouts of active TGF‐β signaling. Using immunoblot and immunofluorescence, we observed that the total protein levels, phosphorylation, and nuclear accumulation of SMAD2 in response to TGF‐β were reduced in OIS fibroblasts relative to non‐senescent controls (Figure 5e,f, Figure S6). These results further support the notion that TGF‐β signaling is impaired in our cellular model of senescence (Figure 5e,f) providing a potential mechanism for the observed downregulation of myofibroblast phenotype in fibroblast senescence.

**FIGURE 5:**
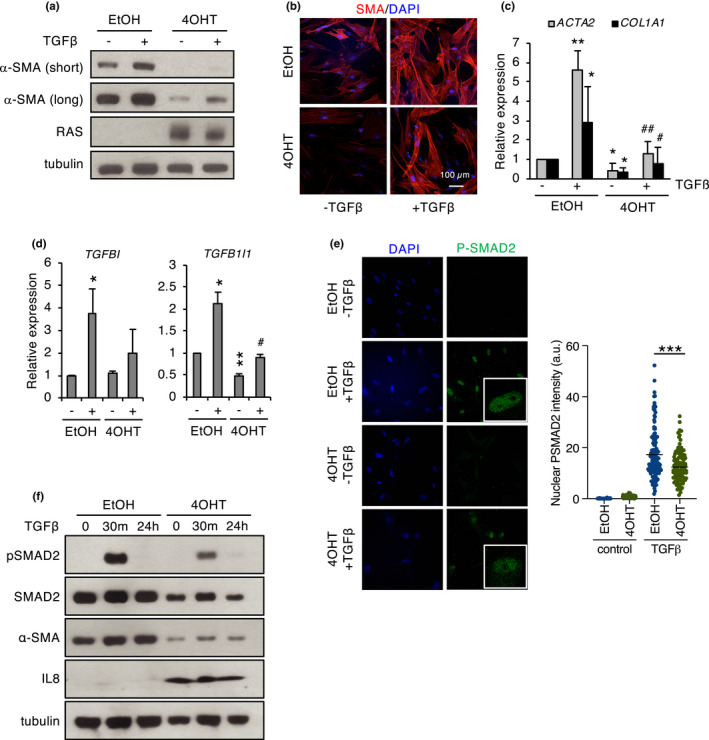
TGF‐β signaling in senescence. (a) Western blot analysis of α‐SMA (short and long exposures) in IMR90 ER:RAS fibroblasts in growing (EtOH) or senescence (4‐OHT) conditions after treatment with TGF‐β (2 ng/ml, 48 h). (b) Immunofluorescence of α‐SMA in the cells described in (a) DAPI was used as a control nuclear stain. (c) qPCR of the indicated myofibroblast markers in the cells described in (a). (d) qPCR of the indicated TGF‐β target genes in the cells described in (a). (e) Immunofluorescence of phospho‐SMAD2/3 in FF292 ER:RAS fibroblasts in growing (EtOH) or senescence (4‐OHT) conditions treated with 10 ng/ml TGF‐β for 30 min. DAPI was used as a control nuclear stain (left). Quantification of nuclear phospho‐SMAD2 intensity (right). The # symbol indicates significance relative to 4‐OHT/control. (f) Western blot analysis of phospho‐SMAD2 in FF292 ER:RAS fibroblasts in growing (EtOH) or senescence (4‐OHT) conditions treated with 10 ng/ml TGF‐β for the indicated times and untreated controls

## 3 DISCUSSION

Cell senescence is a complex antiproliferative program involved in a variety of physiological and pathological situations (Chan & Narita, 2019; Di Micco et al., 2021). Here, we have used cellular models of senescence to study the impact of senescence in the regulation of the myofibroblastic phenotype in fibroblasts. This process has important biological implications, given the essential role of myofibroblasts in key physiological and pathological settings, such as wound healing or fibrosis (Hinz et al., 2012). In our studies, we have taken advantage of the fact that primary fibroblasts in standard tissue culture conditions display features of the canonical myofibroblast phenotype. These include the expression of key myofibroblast markers, such as α‐SMA, contractile properties, and increased invasion and migration (Ehler et al., 1996). Our data clearly show that the implementation of different forms of senescence consistently leads to the repression of markers and functional features characteristic of myofibroblasts. Mechanistically, our co‐culture and conditioned medium assays indicate that the senescence‐associated changes in myofibroblast phenotype can be transmitted in a paracrine manner. Although a role for extracellular vesicles cannot be formally excluded, our data are consistent with transmission through soluble SASP factors. Recent results have identified the existence of successive waves of SASP along senescence induction (Hoare et al., 2016; Ito et al., 2017). Interestingly, the downregulation of myofibroblast markers in senescence follows a kinetics that is reminiscent of this temporal shift in SASP composition. Our results from the transcriptomic analysis of paracrine senescence and manipulation of signaling pathways collectively suggest that the senescence‐associated changes in myofibroblast phenotype are most likely caused by the temporal changes in the TGF‐β pathway observed during senescence. Notably, there is evidence that the two main branches of the TGF‐β pathway can have antagonistic effects in myofibroblast differentiation and fibrosis. It is well established than the TGF‐β branch is a potent inducer of myofibroblast differentiation with strong profibrotic action (Hinz et al., 2012; Zent & Guo, 2018). Thus, the reduced TGF‐β activity in late senescence reported here could clearly contribute to blunting the myofibroblast phenotype. Conversely, members of the BMP branch have been shown to be antifibrotic, including BMP2 and BMP7, upregulated during senescence in our study (Dituri et al., 2019). At this stage, the potential involvement of the BMP branch in control of the myofibroblast phenotype is less clear. Preliminary experiments with recombinant BMP2 and BMP7 in control fibroblasts showed a pro‐senescence effect, in line with previous reports (Acosta et al., 2013; Kaneda et al., 2011). However, we have not been able to detect a significant impact of individual BMP factors in myofibroblast marker expression, at least in the conditions used (Figure S7b). Further studies are clearly warranted to clarify the role of the BMP branch in this context.

The communication of the senescent cell with its environment, including the ECM, is an emerging feature of the senescent phenotype (Fafian‐Labora & O'Loghlen, 2020). It has been proposed that interactions between cellular and matrix proteins can regulate senescence (Hiebert et al., 2018; Rapisarda et al., 2017). Our results identify a potential novel layer of regulation of the senescent phenotype related to the crosstalk with the ECM. Mechanical stress from the cell microenvironment is recognized as a major determinant of the myofibroblast phenotype. Our data, in line with previous reports (Hiebert et al., 2018; Mavrogonatou et al., 2017; Mellone et al., 2016), clearly indicate that senescent cells may influence the composition and, presumably, physical properties of the ECM. Moreover, the storage of latent TGF‐β or other signaling molecules in the matrix could be similarly affected by senescence‐specific changes in the ECM. Thus, it is conceivable that the senescent ECM may provide mechanical and chemical signals critical for the modulation of myofibroblastic traits, and perhaps other features of the senescent phenotype. Previous studies indicate that the link of senescence to myofibroblast differentiation and fibrosis is complex and strongly context‐dependent (Schafer et al., 2018). On the one hand, senescence may act as a mechanism limiting fibrosis in liver, heart, and wound healing (Jun & Lau, 2010; Krizhanovsky et al., 2008; Meyer et al., 2016). On the other hand, it has also been proposed that senescence can promote fibrosis in other settings, including lung, kidney, and pancreas fibrotic diseases (Kellogg et al., 2021; Schafer et al., 2017). Our results clearly show the downregulation of myofibroblast markers in cellular models of senescence. Despite differences between our in vitro model and the physiological context, these observations might reflect an alternative mechanism by which senescence could limit fibrosis. In addition to the canonical antiproliferative effect of senescence, which would restrain the expansion of myofibroblasts (Krizhanovsky et al., 2008), our data suggest that senescence could also lead to the reversal of the specialized myofibroblast phenotype, which may synergistically contribute to resolution of fibrosis (Jun & Lau, 2018). Interestingly, a similar differentiation‐limiting effect of senescence as the one shown here has been described for muscle differentiation in fibroblasts (Latella et al., 2017). Such a role for senescence in modulating differentiation is in line with previous reports linking senescence to cell plasticity in different contexts (Chiche et al., 2017; Mosteiro et al., 2016; Ritschka et al., 2017) and highlights the complex crosstalk of senescence with cell plasticity regulation. In summary, our results unveil a novel link between cellular senescence and myofibroblastic differentiation, associated with dynamic changes in the TGF‐β pathway. These findings may have important implications in the role of senescence in the function of this cell type in physiology and disease.

### 3.1 Limitations of the study

In this report, we have used different cellular models of fibroblast senescence to address the connection between senescence and specification of the myofibroblast phenotype. Cellular models of senescence have been extensively used and have proved instrumental to decipher basic mechanisms in senescence. However, these in vitro models do not accurately reflect the complexity of pathophysiological situations associated with myofibroblast function in live organisms. Further in vivo studies would be informative to determine the impact of our findings in the context of physiological or pathological responses mediated by myofibroblasts.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Cell culture and treatments

IMR90 human embryo lung primary fibroblasts were obtained from ECACC. FF292 human adult primary dermal fibroblasts were a gift from Marisol Soengas, CNIO, Madrid. IMR90 ER:RAS fibroblasts (expressing the ER:RAS cassette) have been previously described (Adrados et al., 2016), FF292 ER:RAS fibroblasts were generated with the same strategy. Mouse embryo fibroblasts were obtained from E13.5 embryos. All the cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Gibco) with 10% fetal bovine serum (FBS; Gibco), containing penicillin and streptomycin, and were used at low passage. To induce senescence, cells were treated with palbociclib (HY‐A0065; MedChemExpress) at 10 μM for 9 days or bleomycin (bleomycin sulfate; Mylan) at 10 µM for 24 h and analyzed 6 days later. Fibroblasts were also irradiated with 10 Gy and analyzed 10 days later. Doxycycline (D1822; Sigma) was used at 1 µM. TNF‐α (300‐01A; PeproTech) was used at 10 and 20 ng/ml for 48 h. Human BMP2 protein (355‐BM‐010/CF; R&D Systems) was used at 50 μg/ml for 24 h. Human BMP7 protein (354‐BP‐010/CF; R&D Systems) was used at 400 μg/ml for 24 h. For TGF‐β treatments, cells were grown in DMEM with 0.01% FBS for 48 h prior to the addition of TGF‐β1 (100‐21; PeproTech).

### 4.2 Senescence‐associated beta‐galactosidase staining

Cells were plated at a density of 3 × 10^4^ cells per well in six‐well plates. The following day, they were fixed and stained as described (Adrados et al., 2016).

### 4.3 Viral transduction

Retroviral and lentiviral transductions were performed as described (Adrados et al., 2016). The following vectors were used: pQCXIH‐i‐N1ICD‐Flag (a gift from Masashi Narita, CRUK, Cambridge), pBabe‐IκBα‐mut (Addgene #15291), and pRRL‐CMV‐IRES‐EGFP (a gift from Antonio Bernad, CNB, Madrid). Other vectors used in this study have been described elsewhere (Adrados et al., 2016).

### 4.4 In vitro scratch assay

FF292 ER:RAS cells treated with 4‐OHT or vehicle for 7 days were seeded in six‐well plates (2 × 10^5^ cells/well). Two days later, scratches were performed with a sterile tip. Then, complete DMEM was replaced by DMEM with 1% FBS. Gap closure was analyzed in a Cell Observer microscope (Zeiss), taking photographs every hour during 24 h. Images were analyzed with ImageJ MRI Wound Healing Tool.

### 4.5 Invasion assay

FF292 ER:RAS cells treated with vehicle or 4‐OHT for 7 days were incubated with DMEM with 1% FBS for 24 h. Matrigel (356231, BD) solution (12 μg in 100 μl of FBS‐free DMEM) was added to a Transwell (3422; Corning) and incubated overnight at room temperature. Then, complete DMEM was added to the bottom chamber, and 4 × 10^3^ cells were seeded on each Transwell. After 24 h, bottom membranes were fixed with 4% paraformaldehyde for 15 min and stained with DAPI (1:500, D1306; Invitrogen), and nuclei were counted in a Nikon 90i fluorescence microscope.

### 4.6 Co‐culture experiments

IMR90 ER:RAS/GFP cells (expressing pRRL‐CMV‐IRES‐EGFP) were mixed with parental IMR90 in a 1:2 ratio. Ten days after addition of 4‐OHT or vehicle, cells were sorted based on GFP expression using flow cytometry (FACSVantage SE; Becton Dickinson). Total RNA was extracted from each population using miRNeasy Mini Kit (217004; Qiagen) and analyzed by qPCR as described.

### 4.7 Immunofluorescence

Cells were plated on glass coverslips in six‐well dishes (1.5 × 10^5^ cells/well). The day after, they were fixed with 4% paraformaldehyde for 20 min, permeabilized with 0.1% Triton X‐100 for 15 min, blocked with 2% BSA or 5% serum from the same species as the secondary antibody, and incubated overnight with primary antibodies (see Table S1). Except for primary antibodies coupled to fluorochrome, cells were then incubated with fluorochrome‐conjugated secondary antibodies for 2 h at room temperature in the dark. Finally, cells were mounted in Prolong with 1:500 DAPI (D1306; Invitrogen). Images were captured in a confocal microscope (LSM710; Zeiss).

### 4.8 EdU incorporation

Cells were plated on glass coverslips in six‐well dishes (1.5 × 10^5^ cells/well). The day after, EdU was added at 10 µM for 6 h (IMR90), 60 min (FF292), or 90 min (MEFs). Then, cells were fixed with 4% paraformaldehyde (Merck) for 15 min, washed twice with 3% bovine serum albumin, permeabilized with 0.1% Triton X‐100 for 20 min and washed again. Finally, EdU was detected using Click‐iT EdU Alexa Fluor 647 Imaging Kit (C10340; Molecular Probes). Samples were analyzed in a Nikon 90i fluorescence microscope, counting at least 100 cells for each condition.

### 4.9 Conditioned medium assays

Conditioned medium assays were performed essentially as described in Adrados et al. (2016). DMEM serum‐free medium was added to cells for 72 h, harvested, filtered and stored at −80 until use. Incubation with recipient cells was done for 96 h, after addition of FBS to a final concentration of 1%.

### 4.10 Extracellular matrix assays

Glass coverslips were treated with 0.2% gelatin in PBS for 1 h at 37°C, washed with PBS, and treated with 1% glutaraldehyde (49630; Fluka) for 30 min at room temperature. After washing, 1 M ethanolamine (E9608; Sigma) was added for 30 min at room temperature. After washing, control or senescent fibroblasts were seeded (10^5^ cells per 24‐well dish). At days 1, 3, and 5, DMEM containing 50 µg/ml ascorbic acid was added. At day 7, cells were left untreated or removed adding decellularization buffer (20 mM NH_4_OH, 0.5% Triton X‐100) for 15 min at room temperature. After three washes with PBS, cells were processed for immunofluorescence as described above.

### 4.11 Western blot

Protein lysates were prepared with medium salt buffer (150 mM NaCl, 50 mM Tris, pH 8.0, 1% NP‐40) with protease (cOmplete, 11836170001; Merck) and phosphatase (PhosSTOP, 04906845001, Merck) inhibitors. SDS‐PAGE and Western blot were performed as described in Adrados et al. (2016) using 15 µg of protein per lane, unless otherwise specified. The primary and secondary antibodies used are described in Table S1.

### 4.12 RNA extraction and quantitative PCR

Total RNA was extracted with TRI Reagent (AM9738; Thermo Fisher Scientific) as described (Gomez‐Cabello et al., 2010). RT‐PCR was performed with the Applied Biosystems 7900HT PCR System using SYBR Green, at the Genomics Service of the Instituto de Investigaciones Biomédicas (Madrid). 18s ribosomal RNA was used as a reference. Primer sequences are shown in Table S1.

### 4.13 RNA sequencing

Normal IMR90 fibroblasts were incubated for 3 days with conditioned medium obtained from IMR90 ER:RAS fibroblasts at days 0, 4, 7, and 10 of induction with 4‐OHT. Total RNA from two independent experiments (RNA integrity number between 9.5 and 10) was used for RNA sequencing at the Genomics Unit of CNIO (Madrid), essentially as described (De Lope et al., 2019). Differential expression was calculated for each time point (days 4, 7, and 10) relative to day 0, using DESeq2. Clustering of genes with similar expression kinetics was performed using MeV (Multiple Experiment Viewer) with genes with significant (*p *< 0.05) differential expression in at least one time point. Twenty clusters were built with *K*‐means clustering using Euclidean distance. Two clusters with only one gene were discarded and the rest used for further study. Functional enrichment was done with Enrichr software using the following libraries: Transcription, Pathways, and Ontologies. Heatmaps were built with the Heatmapper tool.

### 4.14 Antibody array

Conditioned medium of FF292 ER:RAS fibroblasts with or without overexpression of IκB‐α mutant in growing (EtOH) or senescent conditions (4‐OHT) was analyzed with RayBio^®^ C‐Series Human TGF Beta Array 2 (AAH‐TGFB‐2‐4; RayBiotech) following the manufacturer´s recommendations. Signal intensity was measured with Fiji.

### 4.15 Statistical analysis

The graphs show the mean, standard deviation, and statistical significance. Statistical significance was calculated using Student’s *t* test: *p < 0.05, **p < 0.01, and ***p < 0.001.

## CONFLICT OF INTEREST

The authors declare no conflicting interests.

## AUTHORS’ CONTRIBUTIONS

IL‐A, CC‐G, LL‐M, AC‐L, and PG‐M performed experiments. IP supervised the project, secured funding, and wrote the manuscript with input from all the authors.

## Supporting information

Fig S1‐S8 Click here for additional data file.

Table S1 Click here for additional data file.

Table S2 Click here for additional data file.

## Data Availability

The RNA‐Seq data generated in this study have been deposited at Gene Expression Omnibus (GEO) with the accession number GSE139563 (López‐Antona & Palmero, 2019).

# Supplementary material for: Dynamic regulation of myofibroblast phenotype in cellular senescence
**Source:** Aging Cell. 2022 Mar 9;21(4):e13580. doi: 10.1111/acel.13580

**A**

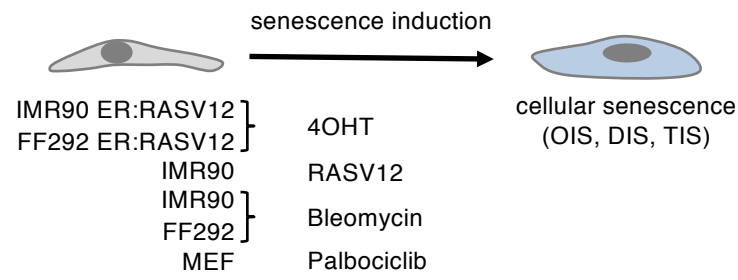

**B**

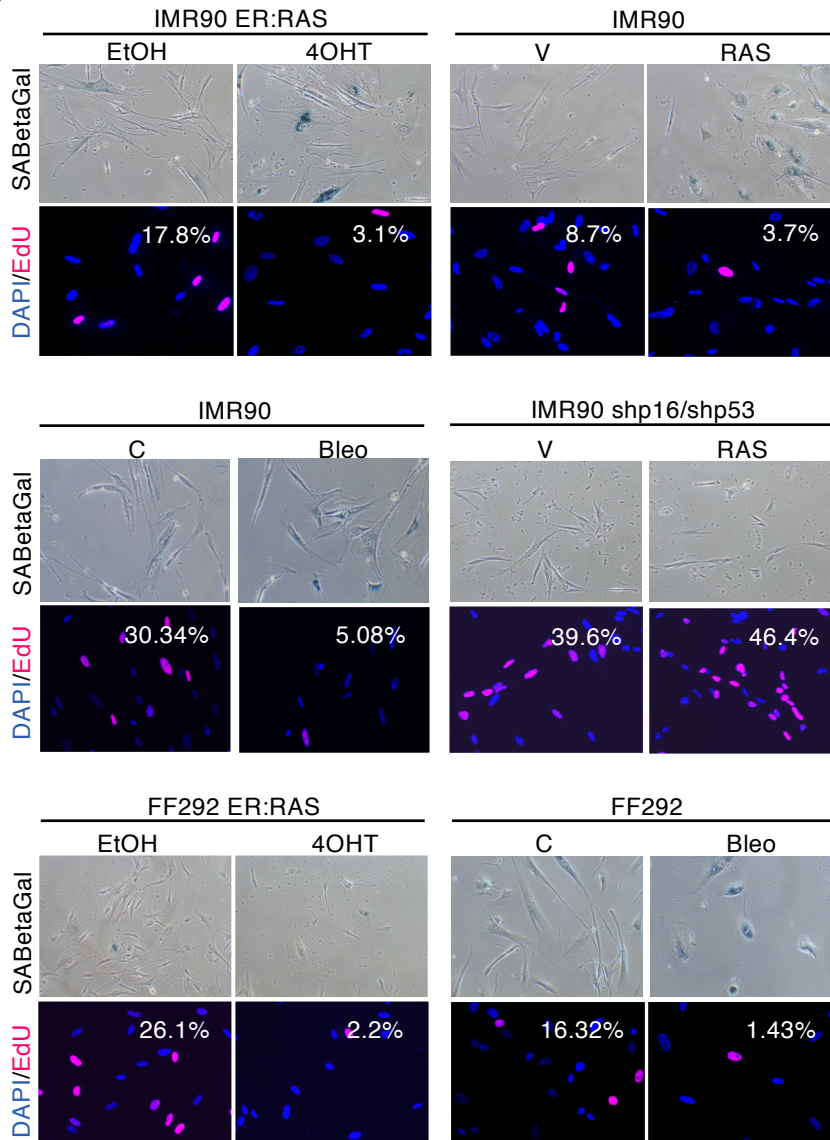

**C**

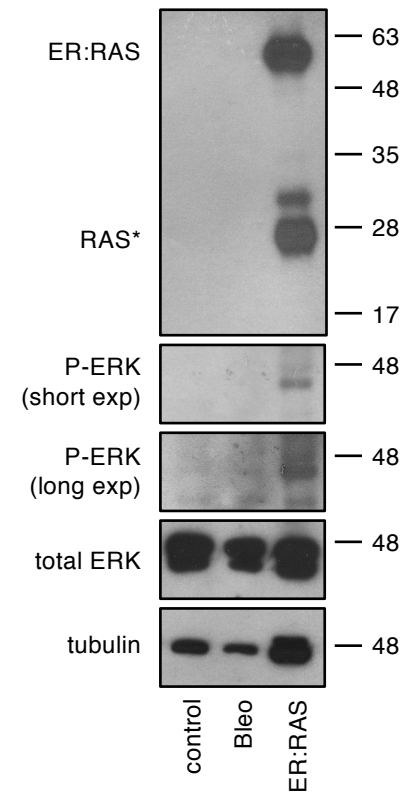

**D**

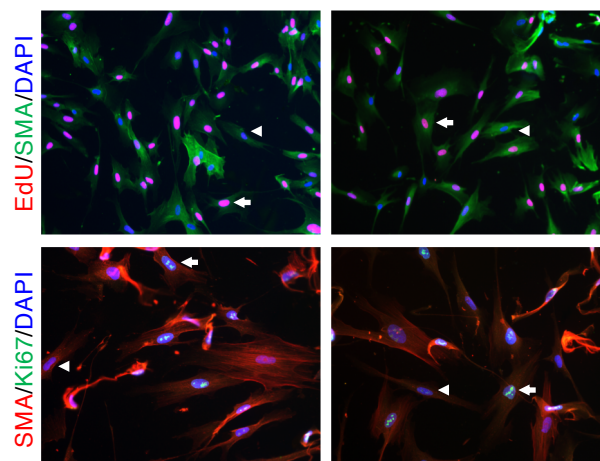

**A**

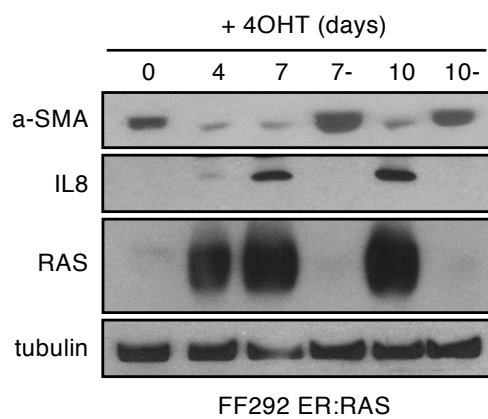

**B**

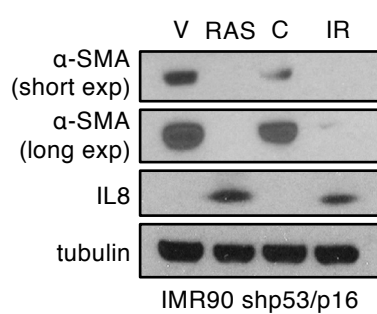

**C**

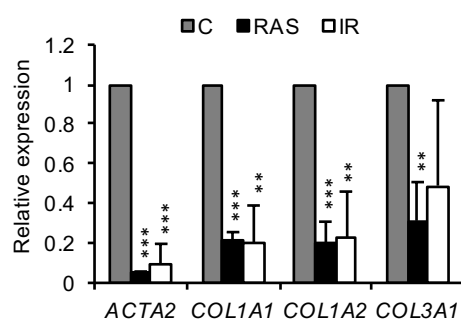

**D**

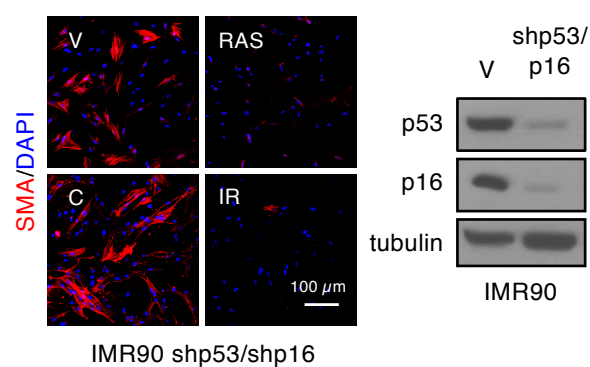

**E**

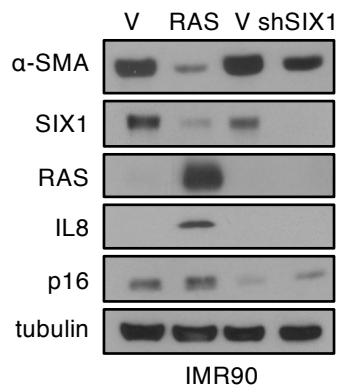

**F**

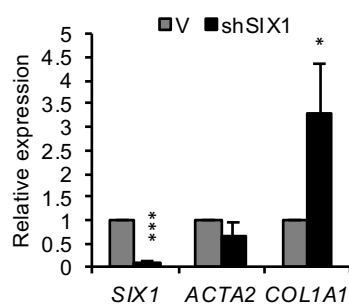

**G**

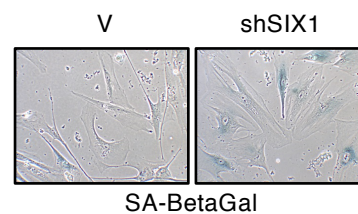

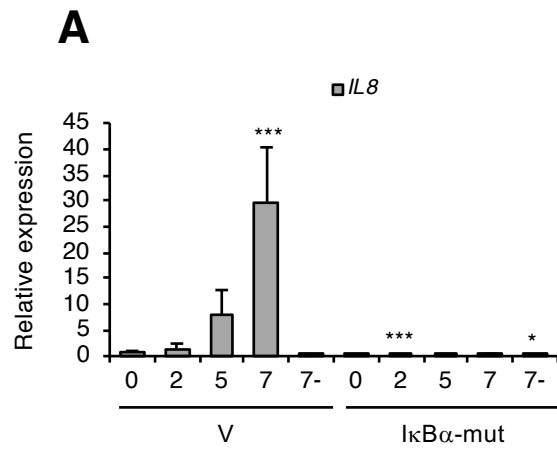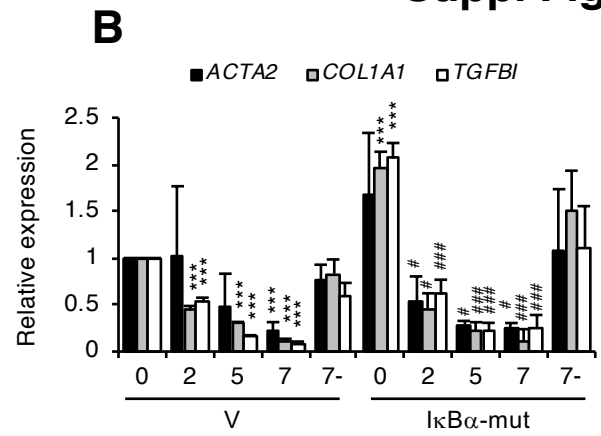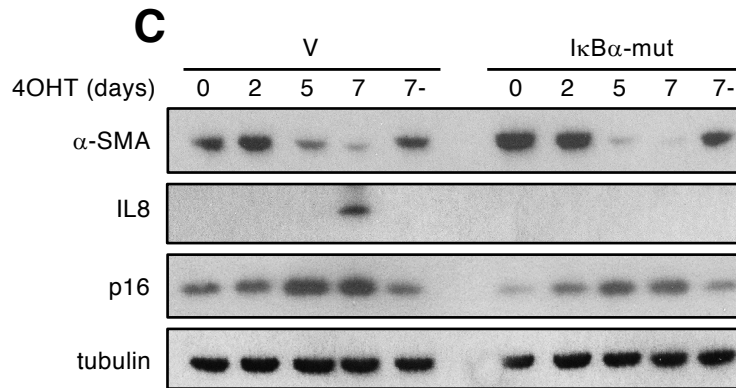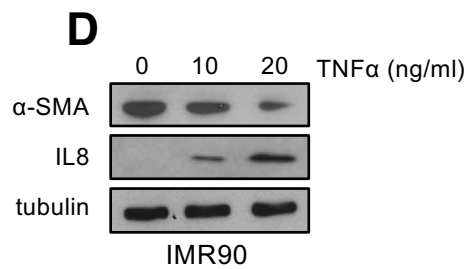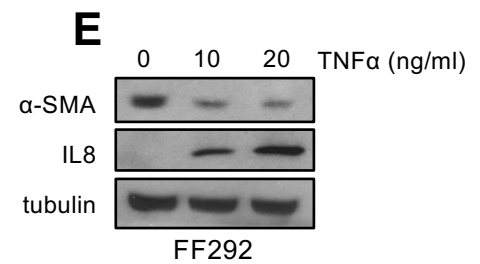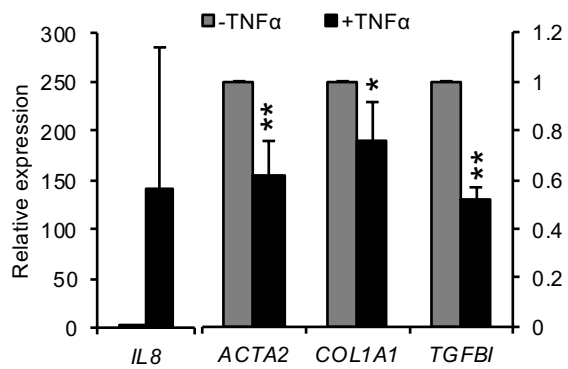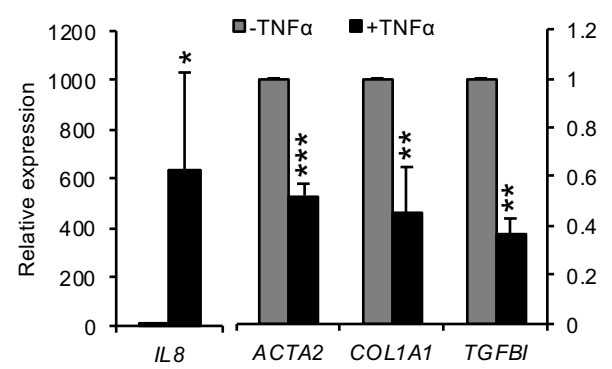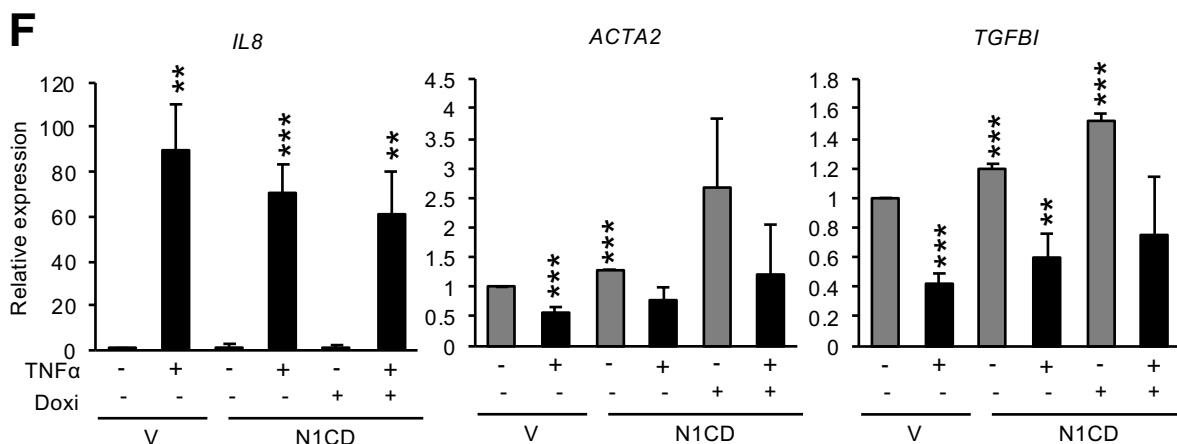

Suppl Figure 4

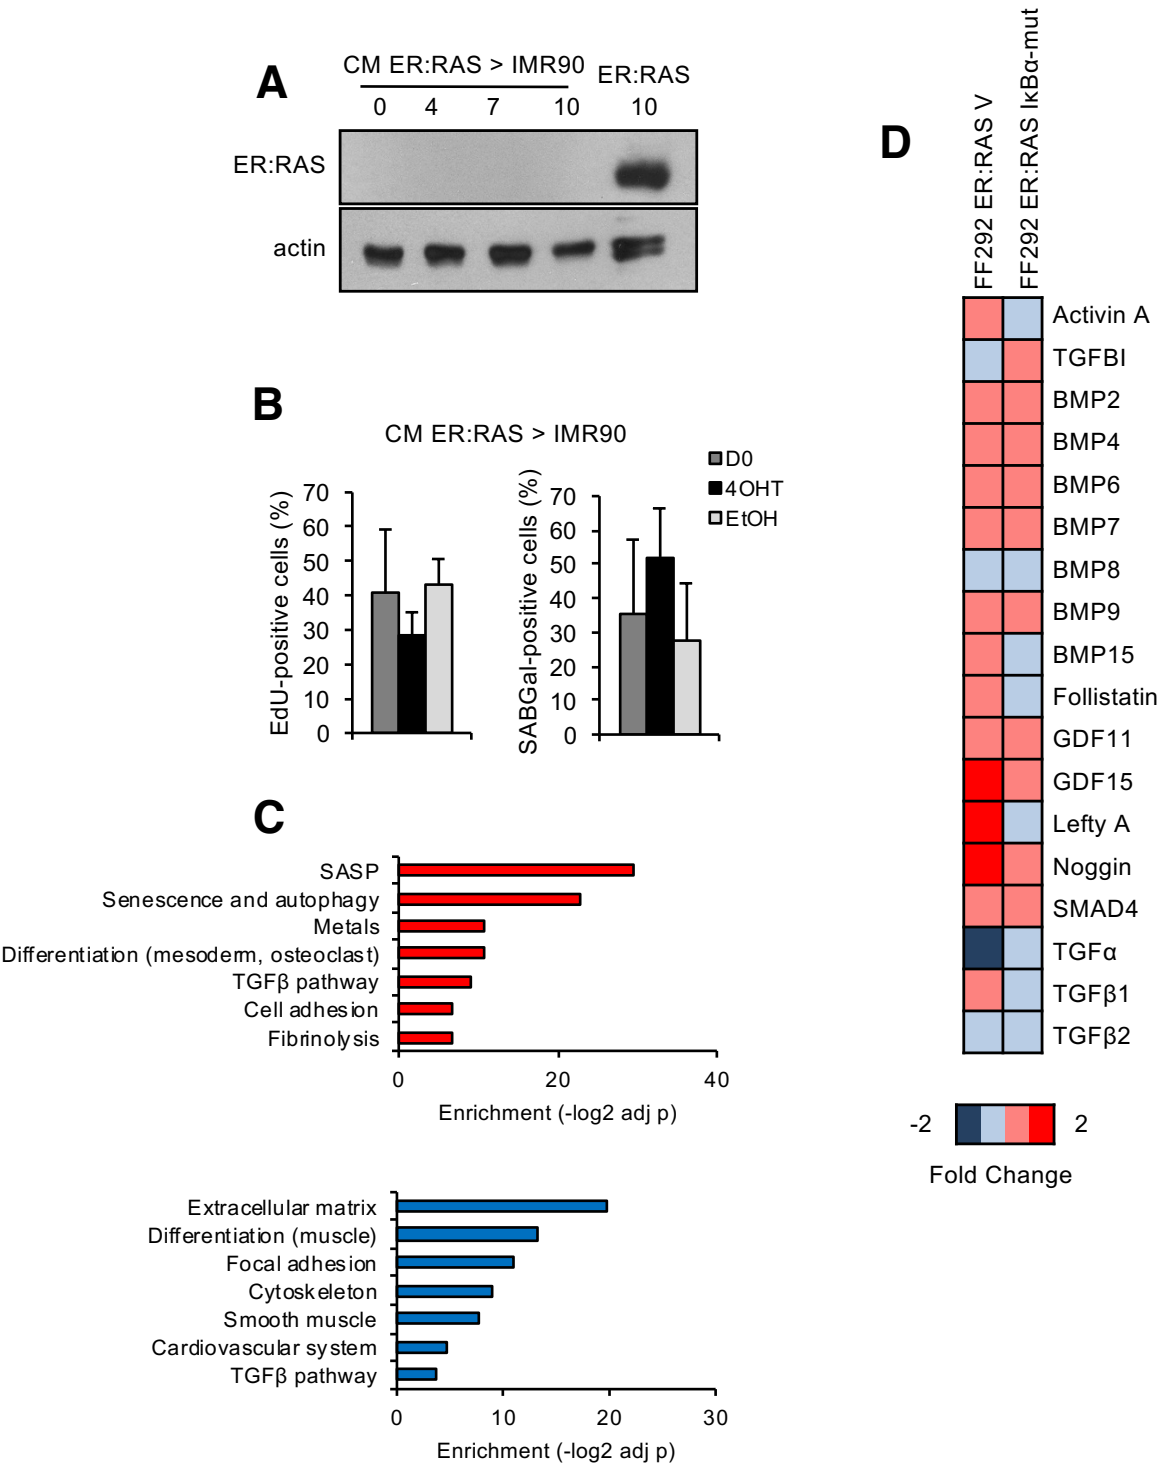

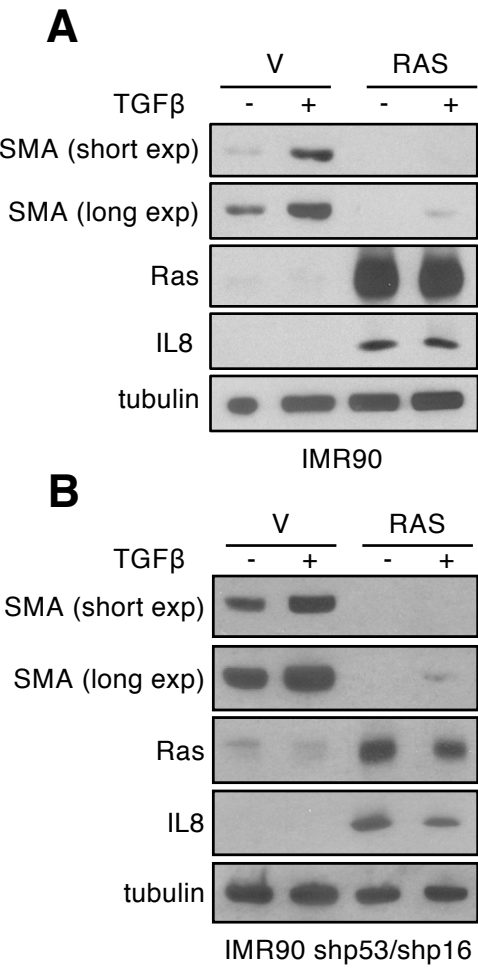

## Suppl Figure 6

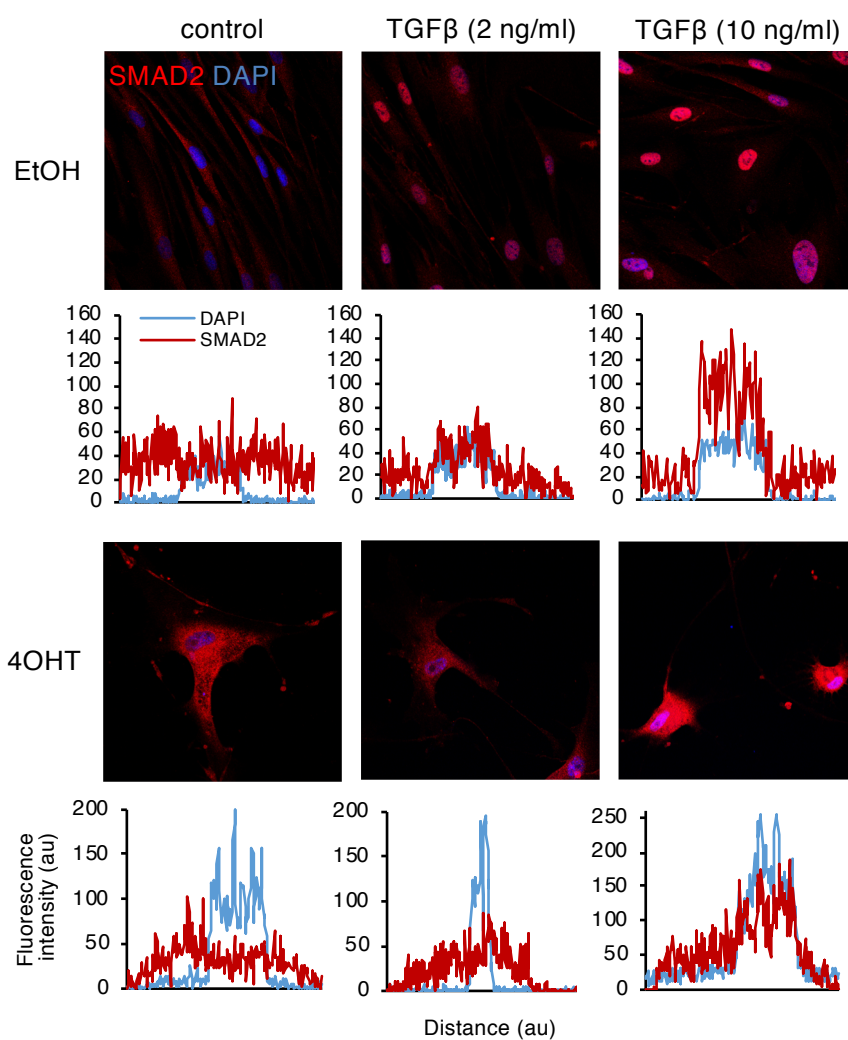

**A**

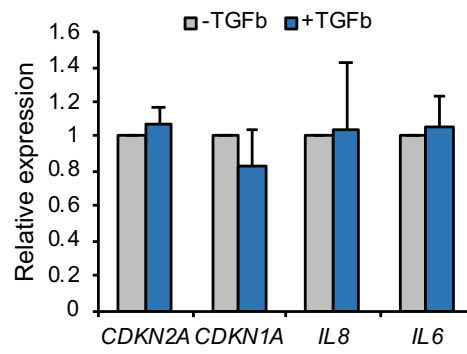

**B**

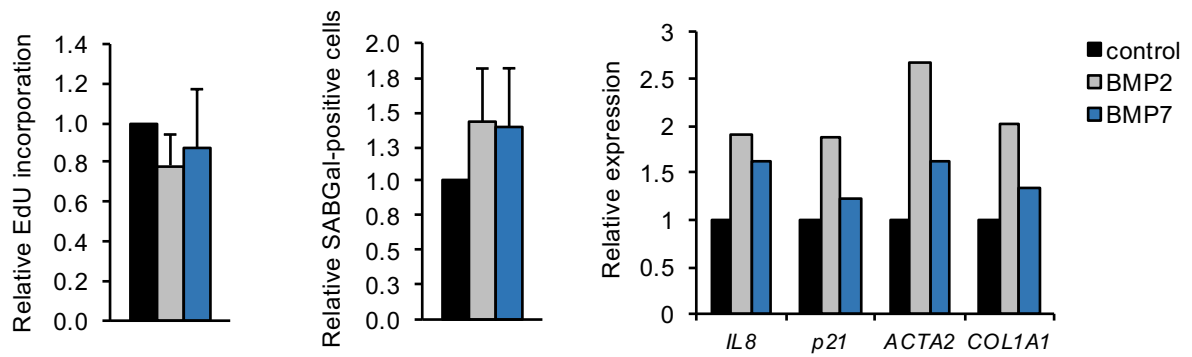

Figure 1A

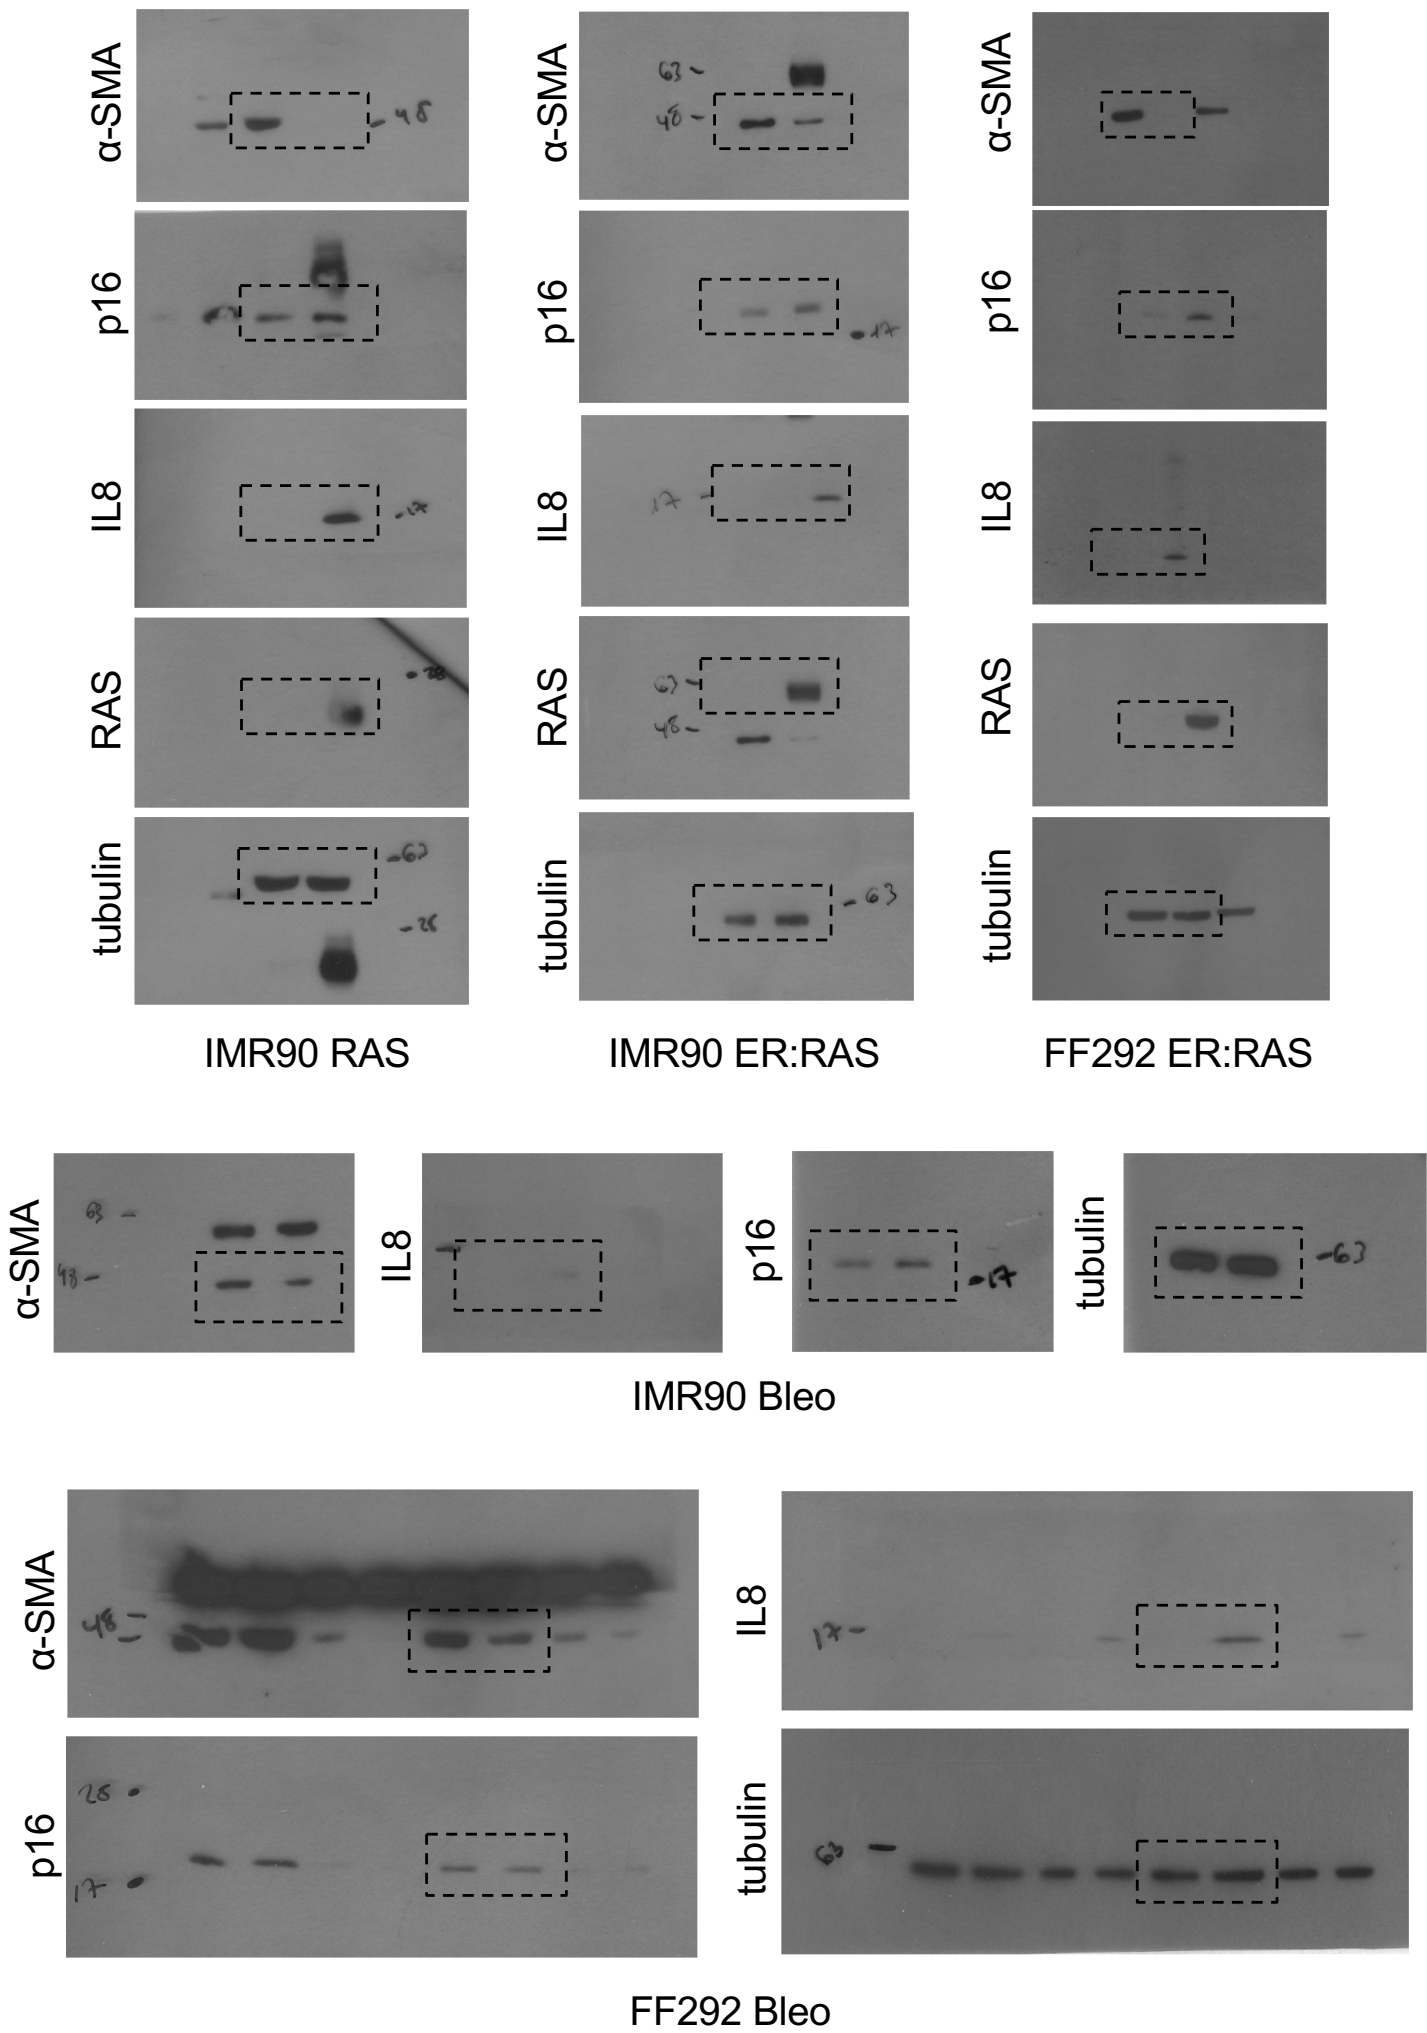

Figure 1C

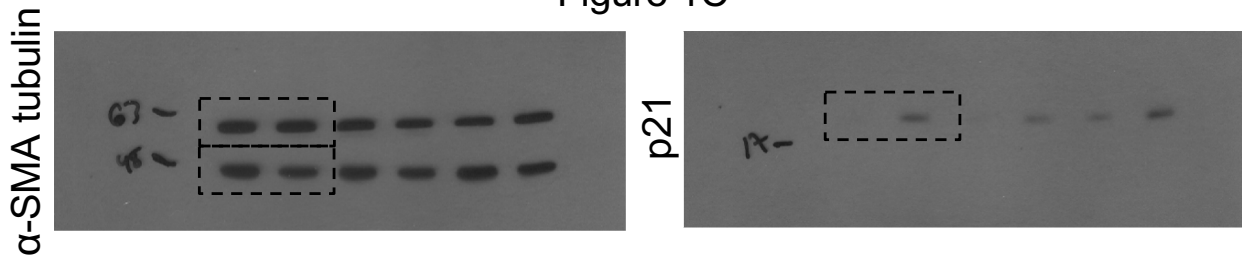

Figure 2A

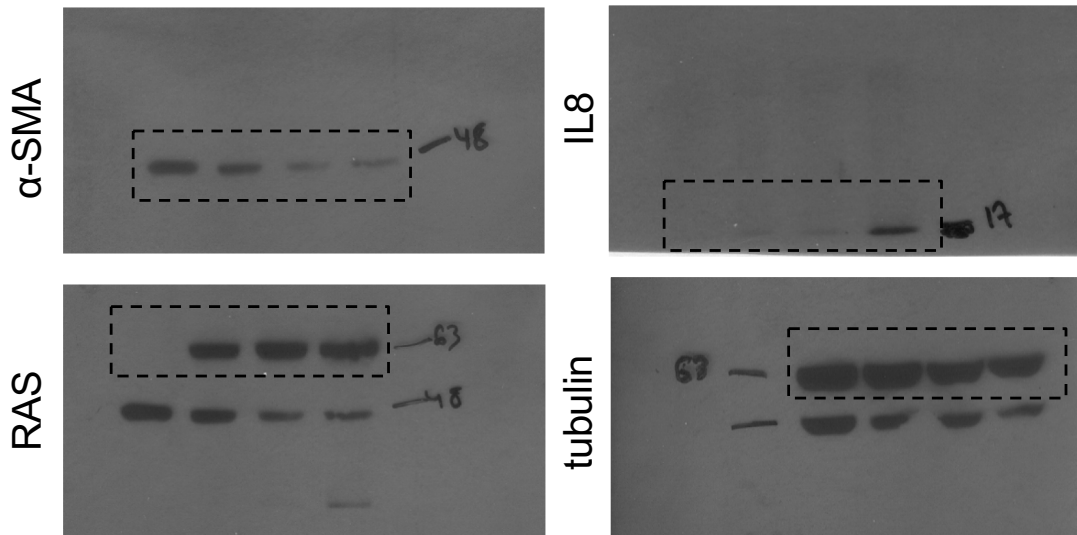

Figure 2G

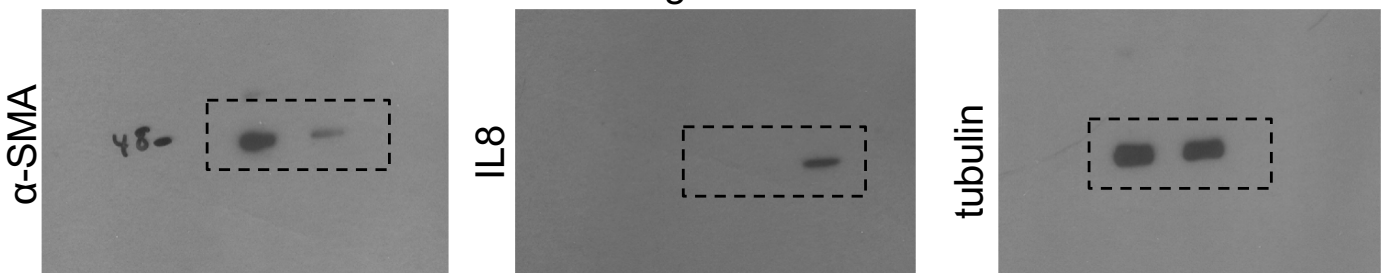

Figure 3C

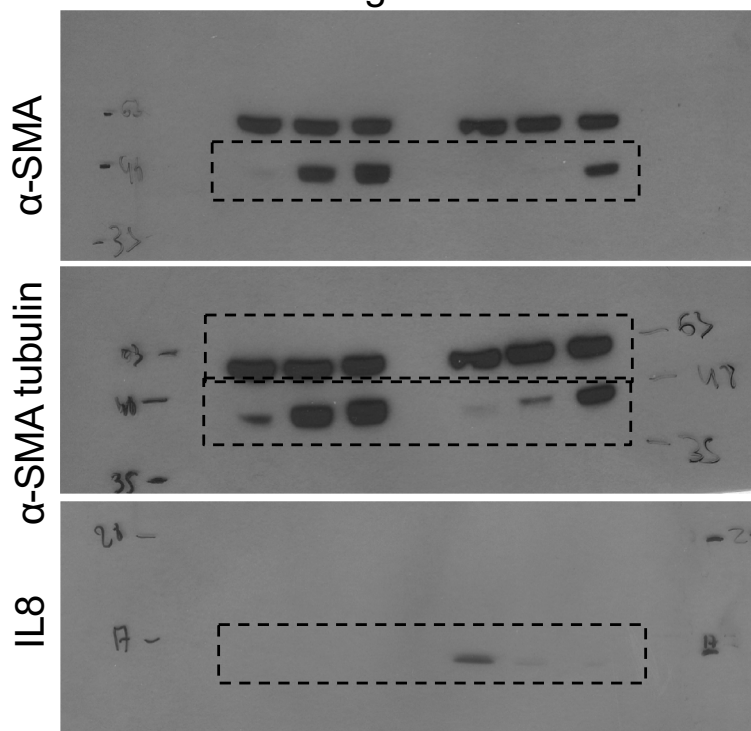

Figure 3F

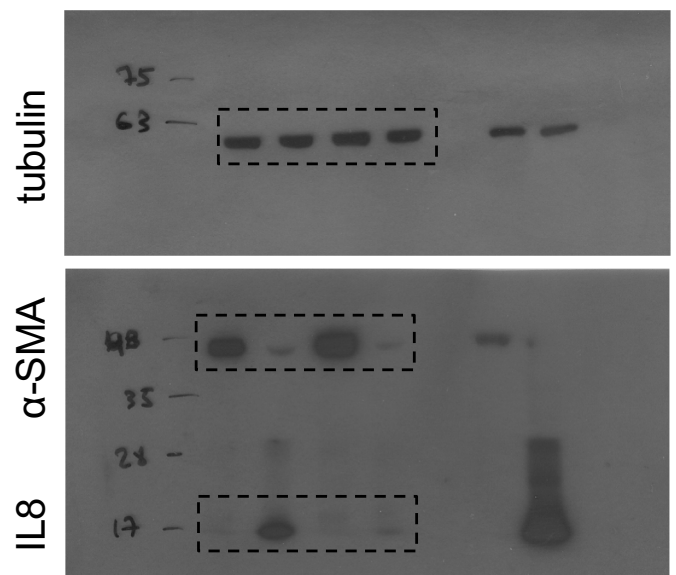

Figure 4D

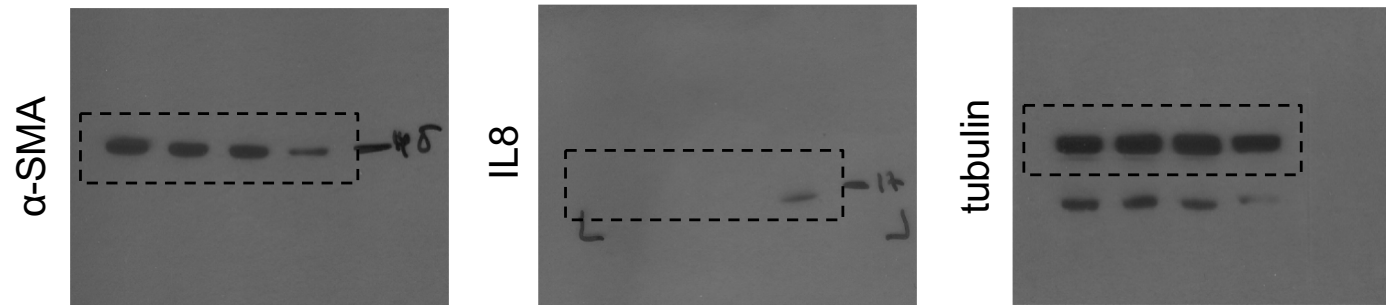

Figure 5A

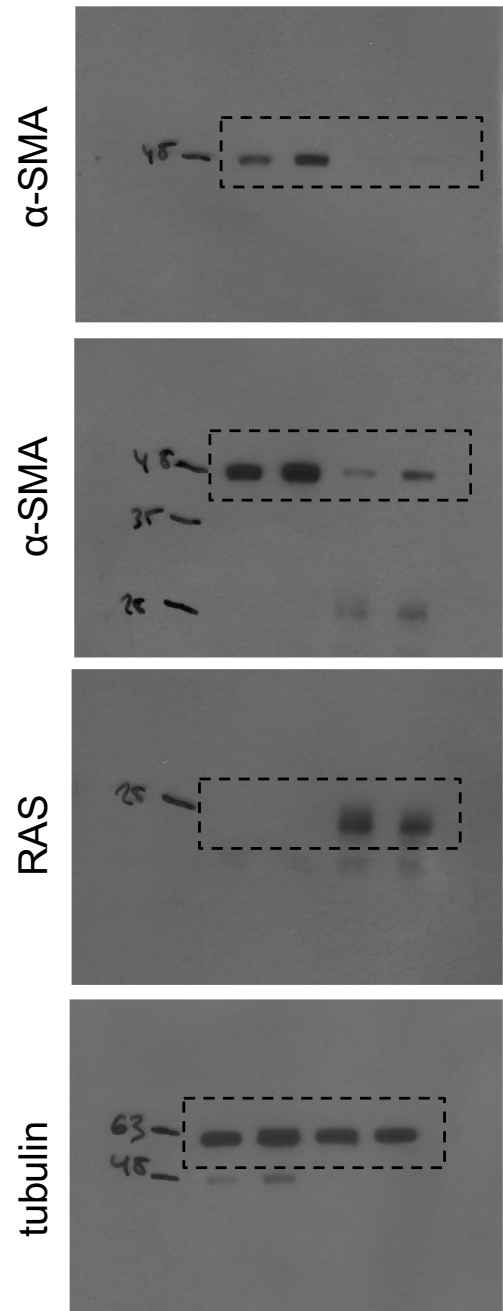

Figure 5F

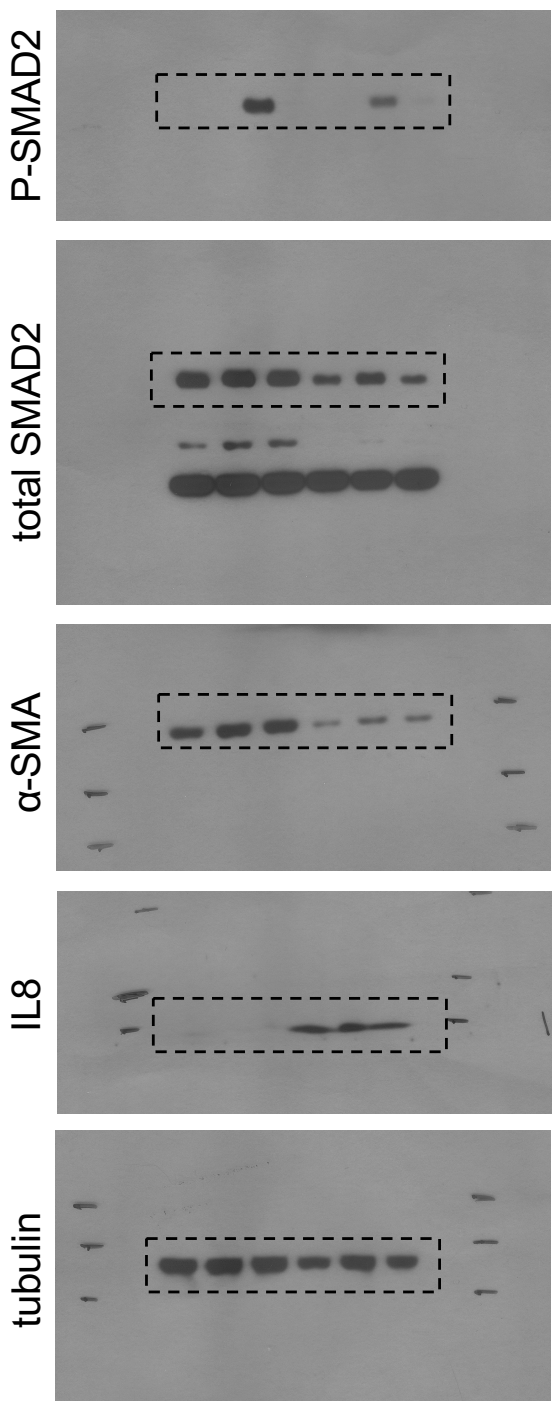

Supp Figure 1C

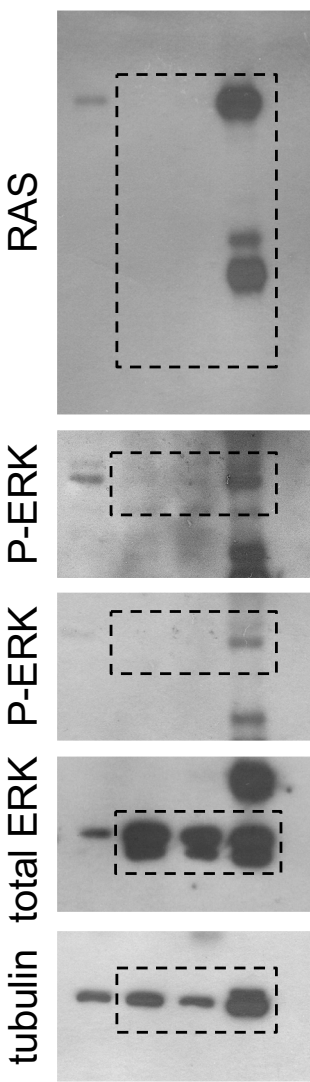

Supp Figure 2A

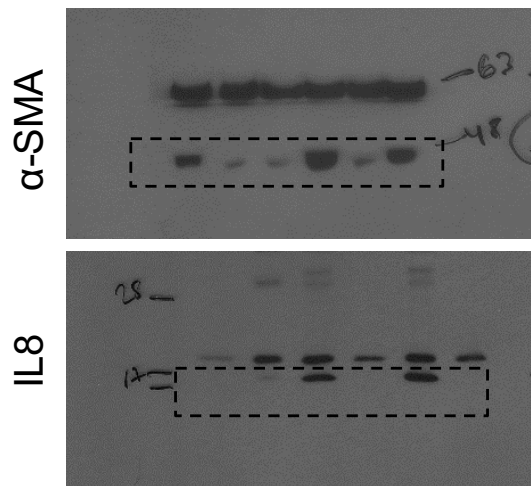

RAS

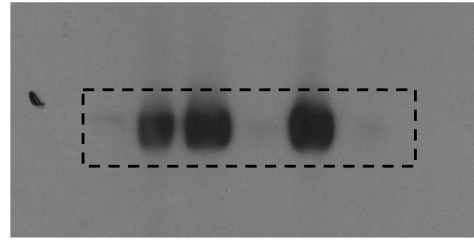

tubulin

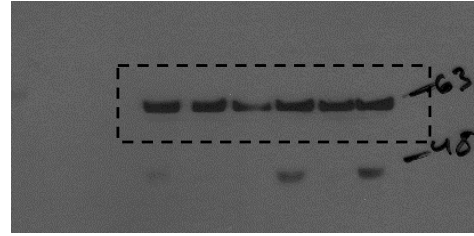

Supp Figure 2B

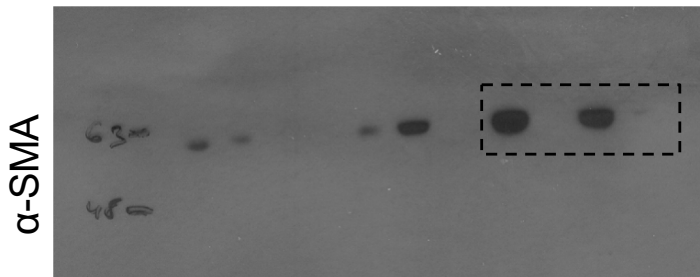

IL8

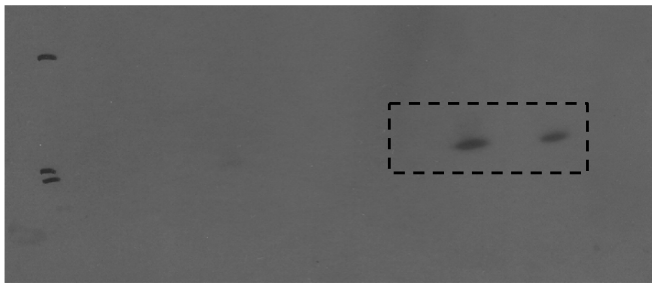

α-SMA

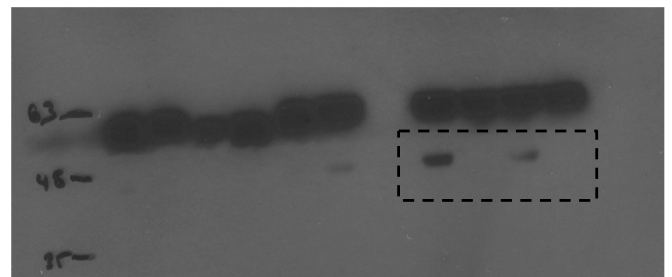

tubulin

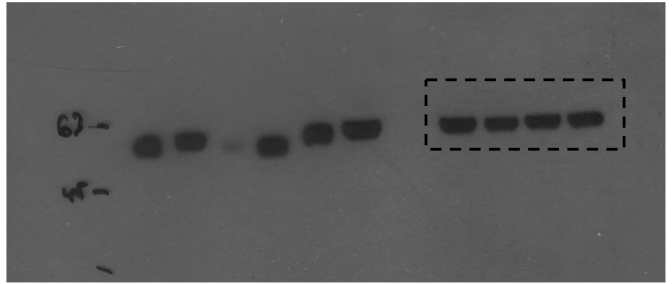

Supp Figure 2D

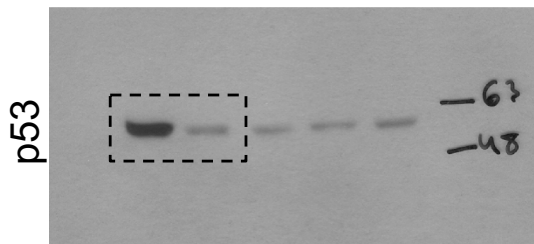

p16

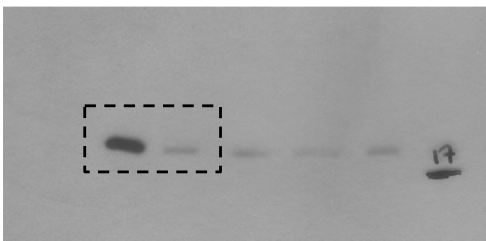

tubulin

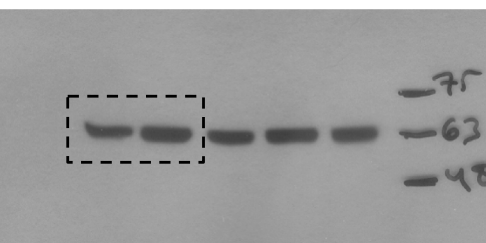

α-SMA

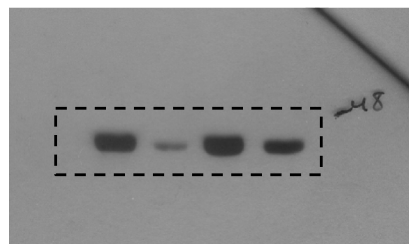

SIX1

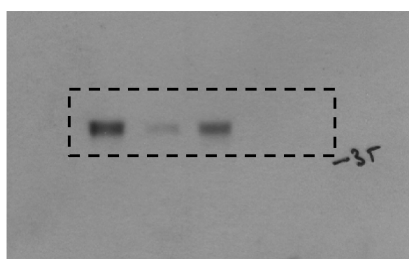

RAS

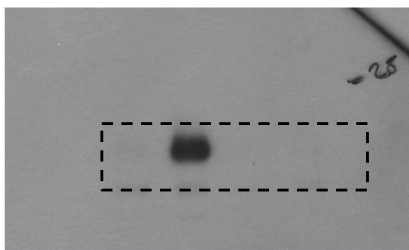

Supp Figure 2E

IL8

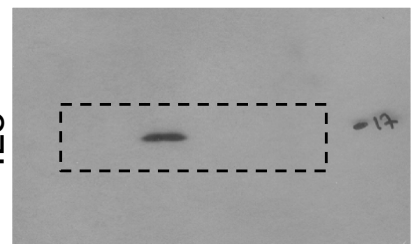

p16

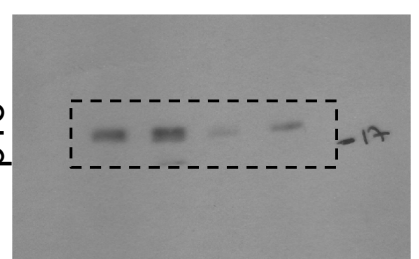

tubulin

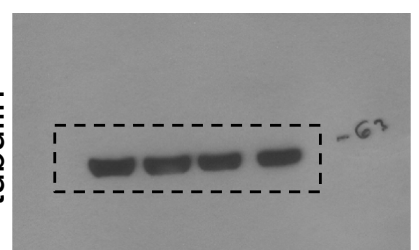

Supp Figure 8 cont

Supp Figure 3C

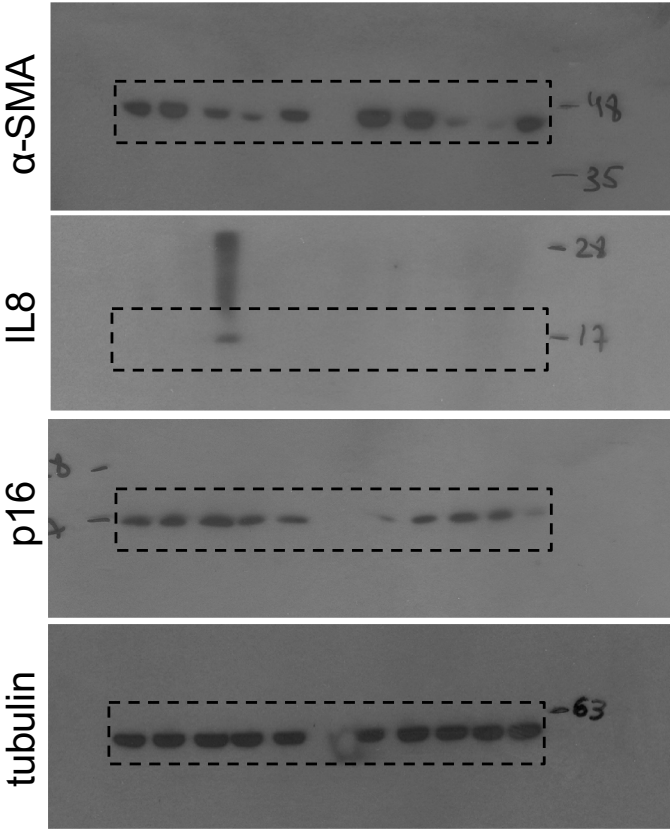

Supp Figure 3D

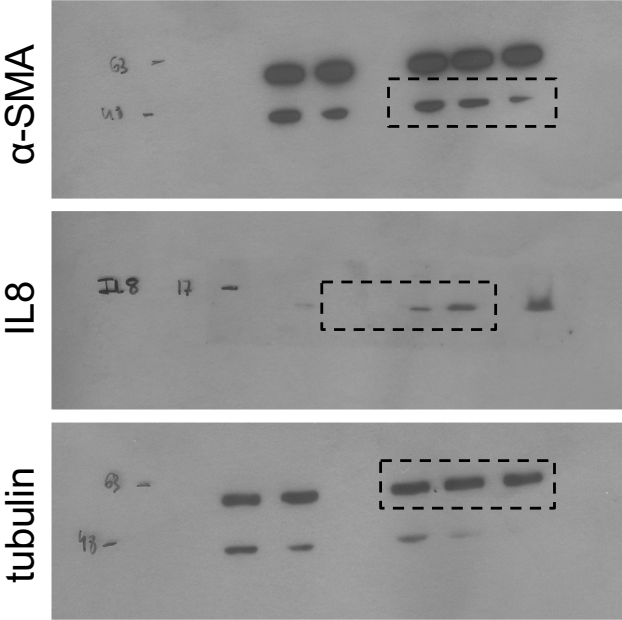

Supp Figure 3E

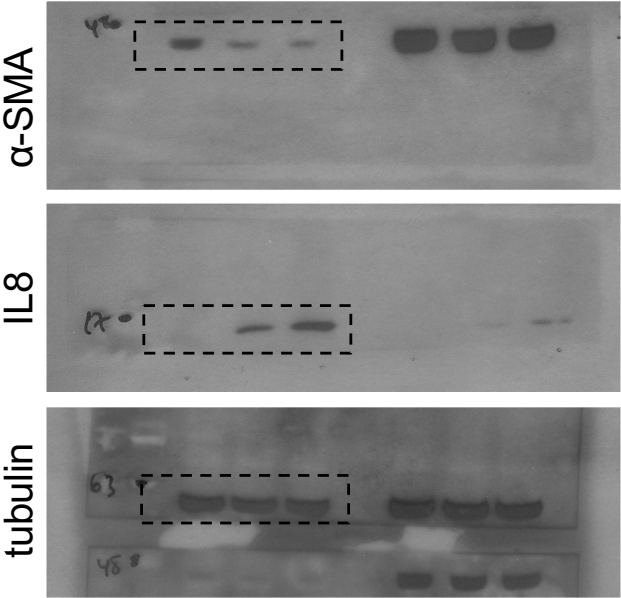

Supp Figure 4A

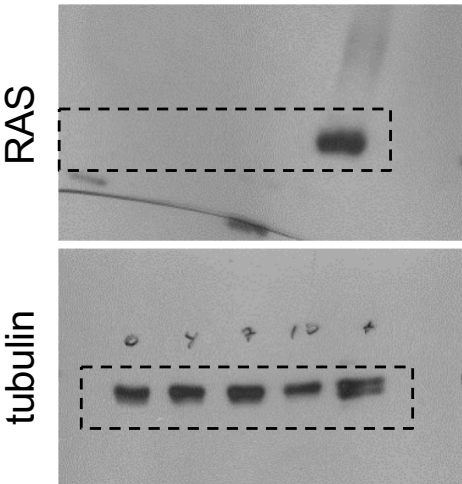

Supp Figure 5A

$\alpha$ -SMA

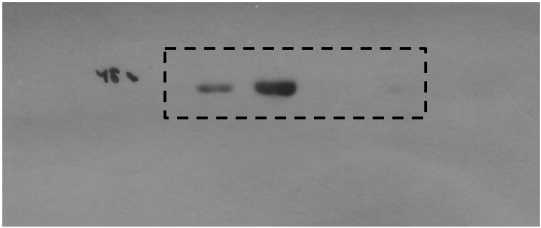

$\alpha$ -SMA

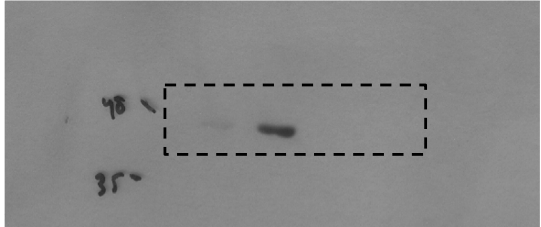

IL8

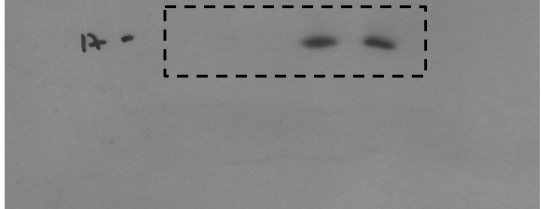

RAS

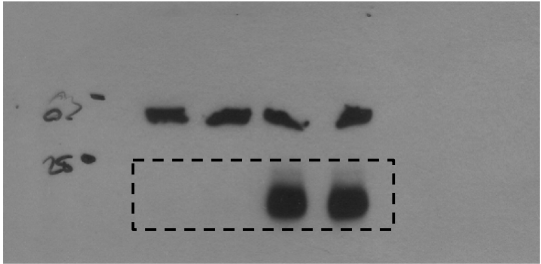

tubulin

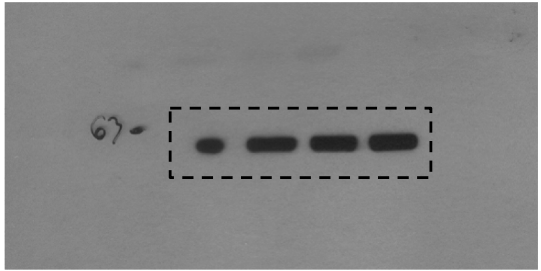

Supp Figure 5B

$\alpha$ -SMA tubulin

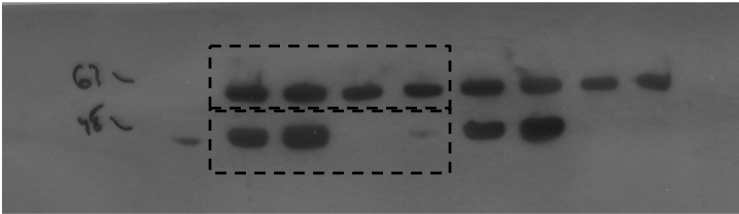

$\alpha$ -SMA

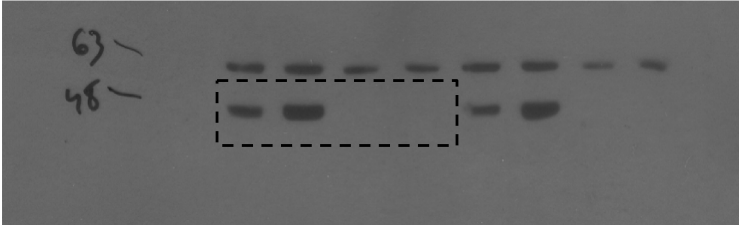

RAS

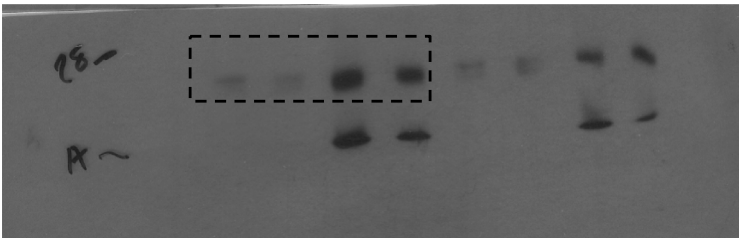

IL8

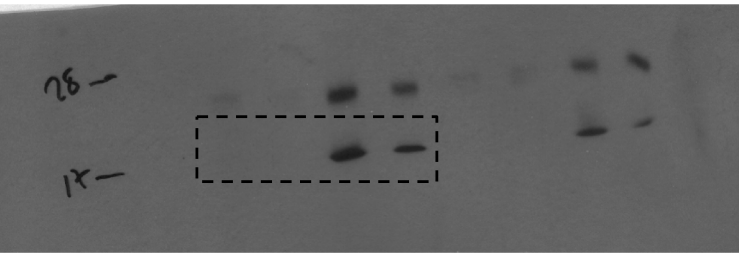

**Supplement:** Supplementary file 1 — Fig S1‐S8

# Supplementary material for: Dynamic regulation of myofibroblast phenotype in cellular senescence
**Source:** Aging Cell. 2022 Mar 9;21(4):e13580. doi: 10.1111/acel.13580
**Supplement:** Supplementary file 2 — Table S1

## Supp Table 1

### Primers for QPCR (5' to 3')

| Gene                 | Forward primer            | Reverse primer            |
|----------------------|---------------------------|---------------------------|
| Human <i>ACTA2</i>   | CCGACCGAATGCAGAAGGA       | ACAGAGTATTTGCGCTCCGAA     |
| Human <i>BMP2</i>    | TCCATGTGGACGCTCTTTCA      | GGTCGACCTTTAGGAGACCG      |
| Human <i>BMP4</i>    | CCACAGCACTGGTCTTGAGT      | CCAGATGTTCTTCGTGGTGGGA    |
| Human <i>BMP7</i>    | GTGTGCCTTCCCTCTGAAC       | CGTTTCCGGGTTGATGAAGTG     |
| Human <i>COL1A1</i>  | CAGCCGCTTCACCTACAGC       | TTTTGTATTCAATCACTGTCTTGCC |
| Human <i>COL1A2</i>  | GGCCCTCAAGGTTTCCAAGG      | CACCCTGTGGTCCAACAACCTC    |
| Human <i>COL3A1</i>  | AATCAGGTAGACCCGGACGA      | TTCGTCCATCGAAGCCTCTG      |
| Human <i>GDF15</i>   | CCTGCAGTCCGGATACTCAC      | CCCGAGAGATACGCAGGTG       |
| Human <i>HEY1</i>    | CCGCTGATAGGTTAGGTCTCATTTG | TCTTTGTGTTGCTGGGGCTG      |
| Human <i>ID4</i>     | ACTGCGCTCAACACCGACCC      | GGCCGCACACCTGGACAGC       |
| Human <i>IL6</i>     | GATGAGTACAAAAGTCCTGATCCA  | CTGCAGCCACTGGTTCTGT       |
| Human <i>IL8</i>     | AGACAGCAGAGCACACAAGC      | ATGGTTCCTTCCGGTGGT        |
| IKBalpha mut         | GCCGGCCTGGACGCCAT         | GGCACCTCCTGCGGCTC         |
| Human <i>TGFB1</i>   | CCACCATCACCAACAACATCCAG   | GCCGTTACCTTCAAGCATCGTG    |
| Human <i>TGFB111</i> | CATGTCTCAGTTCCCATCTAGCA   | GGAAGGGAGGCTGGGTCTTT      |
| Human <i>TGFB2</i>   | ATTTGCAGGTATTGATGGCACC    | AGATGTGGGGTCTTCCCACT      |
| Human <i>TGFB3</i>   | TGCGTGAGTGGCTGTTGAGAAG    | CCATTGGGCTGAAAGGTGTGAC    |
| Mouse <i>Acta2</i>   | CGTACAACTGGTATTGTGCTGGAC  | TGATGTCACGGACAATCTCACGCT  |
| Mouse <i>Col1a1</i>  | TTCTCCTGGCAAAGACGGACTCAA  | AGGAAGCTGAAGTCATAACCGCCA  |
| Mouse <i>Il6</i>     | GATGGATGCTACCAAACCTGGAT   | CCAGGTAGCTATGGTACTCCAGA   |
| <i>GFP</i>           | CTACCCCGACCACATGAAGC      | AAGAAGATGGTGCCTCCTG       |
| 18S rRNA             | CCAGTAAGTGCGGGTCATAAGC    | CCTCACTAAACCATCCAATCGG    |

### Primary antibodies

| Protein       | Reference and source     | Dilution                |
|---------------|--------------------------|-------------------------|
| Actin         | A5441, Sigma             | 1:10000 (WB)            |
| Collagen I    | ab34710, Abcam           | 1:1000 (IF)             |
| ERK           | sc93, Santa Cruz         | 1:500                   |
| Phospho-ERK   | sc7383, Santa Cruz       | 1:500                   |
| Fibronectin 1 | F3648, Sigma             | 1:400 (IF)              |
| IL8           | MAB208, R&D              | 1:500 (WB)              |
| IL8           | 511406, Biolegend (FITC) | 1:1000 (IF)             |
| Ki67          | RM-9106, Neomarkers      | 1:500 (IF)              |
| Pan-RAS       | sc-166691, Santa Cruz    | 1:200 (WB)              |
| p16           | JC8, CRUK                | 1:50 (WB)               |
| p21           | sc-397-G, Santa Cruz     | 1:500 (WB)              |
| p53           | sc-126, Santa Cruz       | 1:500 (WB)              |
| SIX1          | HPA001893, Sigma         | 1:500 (WB)              |
| $\alpha$ -SMA | M0851, Dako              | 1:500 (WB)              |
| $\alpha$ -SMA | C6198, Sigma (Cy3)       | 1:750 (IF)              |
| $\alpha$ -SMA | A5228, Sigma             | 1:500 (IF)              |
| SMAD2         | 5339, Cell Signaling     | 1:500 (WB)<br>1:50 (IF) |
| Phospho-SMAD2 | 3108, Cell Signaling     | 1:1000 (WB)             |
| Tubulin       | T9026, Sigma             | 1:10000 (WB)            |

WB: Western Blot, IF: immunofluorescence

### Secondary antibodies

| Protein                      | Reference and source  | Dilution |
|------------------------------|-----------------------|----------|
| Goat anti-mouse HRP          | P0447, Dako           | 1:5000   |
| Monkey anti-rabbit HRP       | NA934V, GE Healthcare | 1:5000   |
| Rabbit anti-goat HRP         | P0160, Dako           | 1:5000   |
| Donkey anti-rabbit-Alexa 488 | A21206, Invitrogen    | 1:500    |
| Donkey anti-rabbit-Alexa 555 | A31572, Invitrogen    | 1:500    |
| Donkey anti-mouse-Alexa 546  | A10036, Invitrogen    | 1:500    |
| Donkey anti-mouse-Alexa 488  | A21202, Invitrogen    | 1:500    |

How the deposited data were processed for this re-analysis (not part of the article)

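RNA from IMR90 fibroblasts kept for 3 days in medium conditioned by IMR90 ER:RAS cells at day 0, 4, 7 or 10 of 4-OHT was sequenced, with 2 independent experiments and so 8 libraries in 4 groups. The authors deposited raw counts of reads per gene, which are whole numbers and differ in total between libraries, from 11708193 to 13395912 with a median of 13215100. The same table holds 8 columns of normalized values, which were not used. The header of 1 column reads DO in place of D0, and it was taken as D0 replicate 1. The labels describe poly(A) selection and stranded libraries, and the paper's text refers to earlier work for the sequencing and names neither the aligner nor the strand setting. All 27696 rows carry a gene identifier. Of these identifiers 27588 (99.6%) are in GENCODE 29, and 25886 (93.5%) with the same version. Positions come from that annotation.

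Genes were filtered with edgeR's filterByExpr, which left 13798, libraries were scaled with TMM, and edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) was fitted to all 8 libraries by group, since 2 libraries per group give little information on the spread. P-values were adjusted by the Benjamini-Hochberg method and called at 0.05. The alternatives were DESeq2's size factors, DESeq2 1.42.0, no filter, at least 10 counts in every library, the compared groups only, a replicate block, a fold change of at least 2, an adjusted p under 0.01 and leaving out each library. A pseudocount applied only to a table without counts and was not needed. Log2 CPM values used a prior count of 2. The common dispersion was 0.0792 without and 0.0242 with the replicate block.

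The replicate numbers pair the libraries, since the methods describe 2 independent experiments and the deviations of same-numbered libraries from their group means correlated across genes with r between 0.418 and 0.722 in all 6 pairs of groups. This correlation is across genes, which are not independent replicates. The block called 688 genes at D10. The first principal component held 45.9% of the variance and separated the experiments within every group.

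K-means used 20 clusters, Euclidean distance, seed 1 and 50 starts, on genes called on at least 1 day. The paper's methods state the number of clusters, the distance and that clusters of a single gene were discarded. The share of the D10 change reached earlier was the log2 fold change at D4 or D7 over that at D10. Its value for unchanged groups came from 100 simulations with shared D0 libraries, in which genes were not called anew.

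There were 21 gene lists fixed before the data were examined, and 18 had at least 5 tested genes. They were the genes of the SASP, of the myofibroblast and muscular class, of the ECM, of the TGF-β branch and of the BMP branch that the paper names or shows, hand-made lists of smooth muscle contraction, TGF-β targets, BMP targets, NF-κB targets, Notch targets, proliferation, p53 targets, cholesterol synthesis, interferon-stimulated genes, senescence and the donor transgene, and the collagens, matrix metalloproteases, chemokines, metallothioneins and ADAMTS genes by symbol. They were tested with camera (limma 3.58.1, correlation 0.01), with an estimated correlation and with fry. The Enrichr categories and the lists of Table S2 were not analysed here. Named genes are those the paper names for this experiment or shows in Fig. 4c,e, HRAS, ESR1, CDKN1A, CDKN2A, CDKN2B, LMNB1 and MKI67 as checks, the 3 genes with the largest rise and the 3 with the largest fall past the threshold on each day, and the member of each list with the largest change past the threshold. Of these, 57 named in the paper, among the largest changes or used as checks were followed at D10, and 55 were tested. The results of 1 gene among them are not reported here. Sequence shared between genes was measured as the share of 50-base words found in another gene, and overlap as the share of exon bases covered by another gene.

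The methods were tested on simulated counts for 13798 genes, drawn with the library sizes, the difference between experiments and the dispersion of the blocked fit, of which 200 abundant genes were changed. In these, edgeR tested 13485 genes and DESeq2 13792. Counts drawn from the blocked fit favour a model with the block. The fit without a block recovered 64% of the changed genes with 0 unchanged genes among 128 calls, the blocked fit 92% with 17 unchanged genes among 201 calls, and DESeq2 78% with 3 among 159. All changed genes that were called had the right direction. Camera and fry both placed a planted list of 20 changed genes past 0.05 and did not do so for a list of unchanged genes. Shares of 10% and 50% were recovered as 11.4% and 50.0%, over changed genes whether called or not. Figures were drawn with Python 3.11.15.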

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

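The tests of technical explanations below were chosen after the results were seen.

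Interferon-stimulated genes, which the paper does not discuss, were lower at D10. The list of 21 tested genes had a median log2 fold change of -1.41 (camera adjusted p = 1.9e-19, fry 0.0448, camera with an estimated correlation 0.0803), -0.88 in experiment 1 and -2.37 in experiment 2, and it was -2.38 without D10 replicate 1. No gene of the list passed the threshold over all genes, 7 did when adjusted over the list alone, and the replicate block called 9, with IFIT1 the lowest (-2.79). The tables argue against GC content and gene length as the whole cause, since after a regression of each library on both (values for 99.8% of tested genes) the median of the mean changes was -1.60, against -1.63 before it, and limma's camera with the block gave an adjusted p of 2.3e-13 over the 18 lists. They also argue against 1 high D0 library, because the list fell in both experiments, with -0.88 in the smaller case, with 19 of 21 genes lower in experiment 1 and 21 in experiment 2. Whether the level under D0 medium was high cannot be told apart from a loss at D10. The median difference was -0.74 between D10 and D4 and -1.04 between D10 and D7, with camera adjusted p of 3.6e-06 and 6.1e-15, but fry gave 0.342 and 0.201 and camera with an estimated correlation 0.361 and 0.154. The medians of -0.75 at D4 and -0.52 at D7 had camera adjusted p of 4.6e-13 and 2.0e-05 and fry adjusted p of 0.306 and 0.383. The tests differ, which keeps this open. A response to the conditioned medium remains open as a biological explanation.

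Metallothionein genes, also outside those the paper discusses, were higher at D10. The 4 tested genes, too few for a list test, had a median log2 fold change of 1.46 at D4, 1.64 at D7 and 2.11 at D10, and all 4 rose in both experiments on each day. MT1L had 2.85 at D10 (adjusted p = 0.0379 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and MT2A 2.44 (adjusted p = 0.0656, with the replicate block 0.00277). Reads split between family members do not account for the rise, since the summed counts of all 10 members rose by 2.00 and 2.92 on the log2 scale in experiments 1 and 2. Which member rose stays uncertain, because MT1E shares 10.6%, MT2A 4.68% and MT1L 4.42% of their 50-base words with other genes, most often a metallothionein gene or pseudogene. MT1X shares 14.7%, the largest part with AC026461.1, which overlaps 18.1% of its exon bases on the same strand. A response to the medium, or a metal content of the medium that differs between days, was not tested.

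Lists differed between days when D10 was tested against D4. The median difference was 5.45 for the SASP genes of the paper, 2.45 for NF-κB targets, 4.98 for chemokines, -1.23 for myofibroblast and muscle genes and -0.77 for smooth muscle contraction. The fry adjusted p was 0.0474 for each, and the camera adjusted p lay between 9.4e-55 and 1.2e-10. With an estimated correlation the myofibroblast and smooth muscle lists had 0.107 and 0.0506, and each had 0.0189 with the block. At D4, 6 of the 13 SASP genes, 5 of the 12 chemokines and 4 of the 22 NF-κB targets had a fold limited by the floor and enter with fitted values, and 0 genes of the myofibroblast and smooth muscle lists. A bias by GC content and gene length is argued against, since after the same regression the difference was 4.70 for the SASP list and -1.08 for the myofibroblast and muscle list (adjusted p = 2.3e-15 and 5.8e-10 from limma's camera with the block). Medium of both days came from cells treated with 4-OHT, so 4-OHT at the same level in both would not account for the SASP difference of 5.45. The data hold no measure of its level, so 4-OHT that differed between the days stays open. The stage of the SASP in the donor cells, which is what the design varies, remains a hypothesis for these differences.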

How the results depend on the processing

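The alternatives below were chosen before the data were examined, except where stated. Genes past the threshold numbered 0 at D4, 0 at D7 and 40 at D10 (409, 599 and 1095 at an unadjusted p under 0.05). DESeq2 gave 44, 113 and 383, no filter on low counts 21, 93 and 371, and the replicate block 38, 172 and 688. DESeq2 with the replicate block, chosen after seeing the data, gave 214, 356 and 950. At D10, genes with at least 10 counts in every library gave 20, an adjusted p under 0.01 gave 2, and the 2 compared groups alone gave 0 (927 at an unadjusted p under 0.05), where the spread rests on 4 libraries. DESeq2's size factors gave 0, 0 and 42. At D10 there were 14 to 15 genes across the 4 fits, added after seeing the data, that each left out 1 library of D4 or D7, and 0 at D4 and D7 in the corresponding fits. Either library of a group gives the same count because the remaining one is fitted exactly. The higher share of D10 calls was 27 of 40 in the unblocked fit, 350 of 688 with the block and 215 of 383 with DESeq2. In simulated data, which were drawn from the blocked fit, that fit called more changed genes and also unchanged ones, so the cause of the larger blocked counts was not settled.

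With 20 clusters 15 were increasing and 5 decreasing, with 27 and 13 genes. Seed 3 gave 10 decreasing clusters, 10 clusters gave 7 and 3, and the DESeq2 genes gave 8 decreasing ones with 229 and 183 genes in the 2 directions. Added after seeing the data, the genes called with the replicate block gave 360 and 349 genes, and those called without a filter on low counts 235 and 156. The gene numbers follow from how many genes enter, and the cause of the other changes was not tested.

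The share of the D10 change reached was 28.6% at D4 and 49.7% at D7 for higher genes, and 50.3% and 74.6% for lower genes. It was 23.4%, 40.1%, 45.4% and 61.2% for the DESeq2 genes and 23.2%, 45.9%, 41.2% and 59.8% for genes called with the replicate block. Across the 8 fits that each left out 1 library it ranged from 21.7% to 31.1%, 46.3% to 53.9%, 48.3% to 50.8% and 70.1% to 78%. The lower genes were ahead of the higher ones at both days in each of these settings. The cause of the shifts was not tested.

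Of the named genes 12 passed the threshold at D10, 42 with DESeq2, 39 with the replicate block, 40 with both (added) and 0 with the 2 compared groups alone, for which the cause was not tested. The signs of all tested named genes were the same in these settings. Leaving out 1 library of D0 or D10 moved 68 of the gene values and 36 of the list medians by more than 1 SD between experiments, and the sign changed for ADAMTS5, TGFB1, HRAS, LMNB1, CDKN1A, CDKN2B and MKI67 and for the lists of TGF-β targets, p53 targets, senescence genes, collagens and the donor transgene.

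Of 18 lists 11 passed the threshold at D10. Over the 3 days an estimated correlation made 22 list results weaker, and fry made 19 weaker and 1 stronger. The replicate block made 1 weaker, the SASP list at D4, where camera gave 0.00688 without and 0.0537 with it, and reversed the direction of 1, the NF-κB targets at D4 (adjusted p = 0.986), a list near 0 in both fits. Under camera it changed no other call of a list against D0. Under fry it called the myofibroblast and smooth muscle lists at D4 and D7 and the senescence genes at D10, and changed no other call against D0. Between days, camera lost the matrix metalloproteases with the block, with an adjusted p that moved from 0.0188 to 0.17 for D10 against D4 and from 0.0349 to 0.187 for D10 against D7. Fry gained lists with the block. For D7 against D4 the adjusted p moved from 0.808 to 0.0149 for the myofibroblast and to 0.0171 for the smooth muscle list. For D10 against D7 it moved from 0.105 to 0.0224 for the SASP, from 0.105 to 0.0166 for NF-κB targets, from 0.105 to 0.0111 for chemokines, from 0.201 to 0.00241 for the myofibroblast and from 0.157 to 0.00241 for the smooth muscle list. With an estimated correlation these last lists moved from 0.156 to 0.031 and from 0.0825 to 0.0312 for D10 against D7, and both were also gained for D10 against D4. DESeq2's size factors moved log2 fold changes by a median of 0.0159 at D4, 0.0109 at D7 and 0.006 at D10 over all tested genes, and changed no list call under camera.

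Depth limits the genes at or under 3 counts in D0, such as IL1A, IL1B, CXCL1 and CXCL5, to folds against the floor, and BMP7 and ESR1 did not pass the filter on low counts. Without it BMP7 had an adjusted p of 1 at D10. A pseudocount alternative gave no value because the data are counts.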

Differences from the paper's values

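The paper's text gives 227 genes in clusters with increased expression, and 27 were found, or 19 without clusters of a single gene, which the paper discarded. The genes past the DESeq2 threshold gave 229, and the other alternatives for clustering set before the data were examined, which took edgeR's calls in other random starts, scaled profiles or 10 clusters, gave 27 over all clusters. The paper gives 183 genes in clusters of downregulated genes, and 13 were found, or 12 without such clusters. With the DESeq2 genes the number was 183, where no cluster held a single gene, and those other alternatives gave 13 over all clusters. The genes called by edgeR without a filter on low counts, whose clustering was chosen after seeing the values, gave 235 and 156, within 1.5 times of both of the paper's numbers. The genes called with the replicate block, also chosen after seeing the data, gave 360 and 349.

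The highest -log10 adjusted p in Fig. 4b is about 11 at D4, about 22 at D7 and about 52 at D10, read by eye, and 0.154, 0.922 and 2.28 were found. With DESeq2 the values were 10.6, 21.6 and 51.3. The other alternatives set before the data were examined did not close the gap. The added DESeq2 fit with the replicate block, chosen after seeing the data, gave 31.3 at D7, within 1.5 times of the paper's value, but 18.2 at D4 and 104 at D10.

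The paper draws 39 genes in the clusters of Fig. 4c, which hold genes significant on at least 1 day. Of these, 9 were called here on any day, 38 with DESeq2, 33 without a filter on low counts, 9 with DESeq2's size factors, 34 with the replicate block, 6 among genes with at least 10 counts in every library, 0 with the 2 compared groups alone, and 36 with DESeq2 and the block, which was chosen after seeing the data. TPM2, which the paper lists among downregulated genes, had an adjusted p of 0.857 at D10 and of the settings named here was called by that added fit alone (adjusted p = 0.0017, in a range up to 0.999).

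The paper states that TGFB3 and TGFB1I1 were significantly downregulated, in autocrine and paracrine senescent fibroblasts and from RNA-Seq together with qPCR. Both were lower at D10, with log2 fold changes of -1.77 and -0.47, and neither was called, with adjusted p of 0.321 and 0.708. Over the 7 other settings, DESeq2's size factors, DESeq2, no filter, at least 10 counts, the 2 compared groups, the block, and the added DESeq2 fit with the block, chosen after seeing the data, the adjusted p ranged from 0.0774 to 0.431 for TGFB3 and from 0.183 to 1 for TGFB1I1. The paper also states that TGFB2 was significantly downregulated. It had a log2 fold change of -1.65 and an adjusted p of 0.0637. It was called with DESeq2 (6.0e-05), without a filter on low counts (0.0019), with the block (0.00333) and in the added fit (4.8e-09), and the other 3 settings gave up to 0.151. The paper states that GDF15 was significantly upregulated, and its adjusted p was 0.209, and under 0.05 with DESeq2 (0.0363) and without a filter on low counts (3.4e-04), out of a range from that value to 0.441 over the same settings. For BMP7, which Fig. 4f shows in other cells, the RNA-Seq counts were at most 5 in these libraries. COL1A1, drawn as decreasing in Fig. 4e, had a log2 fold change of -1.11 and an adjusted p of 0.967, between 0.21 and 0.999 over the same settings.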

Other observations

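Both tests of carry-over named first in the next paragraphs were written before the data were examined, and the tests on parts of the pattern after the results were seen.

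Donor cells carried over in the medium would bring the ER:RAS transgene. HRAS had a log2 fold change of -0.18 at D10 (standard error 0.38, adjusted p = 0.998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.19 and -0.16 in experiments 1 and 2, and ESR1 had 0 and 1 counts at D0 and 0 and 0 at D10. Leaving out 1 library moved HRAS between -0.42 and 0.11, with 0.11 without D0 replicate 1 and 0.049 without D10 replicate 2. The fall of myofibroblast and muscle genes has a median of -1.54 and would need most of the RNA to come from donor cells. The blocked log2 fold change of HRAS of -0.18 (standard error 0.15) argues against a donor share that grew from D0 to D10. This holds provided that donor cells express HRAS well above the recipient cells. D0 medium also came from ER:RAS cells, so a share alike on both days would leave HRAS unchanged. Such a share cannot be excluded here. The rise of SASP genes from donor cells cannot be told apart from expression in the recipient cells, since the share it would need depends on SASP levels in the donor cells, which were not analysed here. The paper's methods state that the medium was filtered.

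4-OHT carried over in the medium may raise cholesterol synthesis genes. Their median log2 fold change was -0.069 at D4, with 0 of 20 higher and 9 lower in both experiments, -0.45 at D7 and -0.67 at D10 (camera adjusted p = 9.5e-09, fry 0.136), where 20 of 20 were lower in both experiments. No rise was seen. An effect of 4-OHT on other genes cannot be told apart from that of the secreted factors in comparisons with D0. The reason is that D4, D7 and D10 medium all come from treated cells and D0 medium does not.

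Proliferation genes had a median of 0.51 at D4, 0.36 at D7 and -0.29 at D10 (camera adjusted p = 1.1e-07, 8.2e-04 and 0.00472), but fry gave 0.459, 0.396 and 0.403. At D10 18 of 32 were lower and 0 higher in both experiments. At D10 the log2 fold changes were 0.17 for CDKN1A, -0.42 for CDKN2A, 0.082 for CDKN2B, 0.044 for LMNB1 and 0.21 for MKI67, each with an adjusted p of 0.998. Leaving out 1 library changed the sign of MKI67 (-0.67 without D10 replicate 1), LMNB1 (-0.45 without D10 replicate 2), CDKN2B (-0.33 without D10 replicate 1) and CDKN1A (-0.011 without D0 replicate 2). p53 target genes had a median of -0.0088 (camera adjusted p = 0.78), or 0.24 without D10 replicate 1, 0.013 without D0 replicate 1 and 0.07 without D0 replicate 2, and the 4 tested Notch targets -0.68.

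The SD of the D10 changes was 1.31 times as large in experiment 2 as in experiment 1, against 1.03 at D4 and 1.15 at D7. D10 replicate 2 had the lowest total count, 11708193, and a mitochondrial share of 1.22%, against 2.42% in D10 replicate 1. With 1 library per experiment and day, no explanation was tested.

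The gene that differed between D10 and D4 in the unblocked fit was C3 (log2 difference 6.85, adjusted p = 0.00691 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), named after its values were seen. It had 417 and 216 CPM at D10 against 2.68 and 2.91 at D0.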
